# lncRNA LOC102724169 plus cisplatin exhibit the synergistic anti-tumor effect in ovarian cancer with chronic stress

**DOI:** 10.1016/j.omtn.2021.03.001

**Published:** 2021-03-05

**Authors:** Xiaofang Zhou, Mu Liu, Guanming Deng, Le Chen, Lijuan Sun, Yun Zhang, Chenhui Luo, Jie Tang

**Keywords:** lncRNA LOC102724169, chronic stress, ovarian cancer, ciaplatin resistance, tumor suppressor

## Abstract

Chronic stress has been proven to accelerate the development and progression of ovarian cancer, but the underlying molecular mechanisms have not been fully elucidated. In a combination survey of ovarian cancer with chronic stress (OCCS) mouse models and high-throughput sequencing, a key lncRNA named LOC102724169 on chromosome 6q27 has been identified, which functions as a dominant tumor suppressor in OCCS. Transcriptionally regulated by CCAAT enhancer binding protein (CEBP) beta (CEBPB), LOC102724169 shows low expression and correlates with poor progression-free survival (PFS) in OCCS patients. LOC102724169 is an instructive molecular inhibitor of malignancy of ovarian cancer cells, which is necessary to improve the curative effect of cisplatin therapy on ovarian cancer. This function stems from the inactivation of molecules in phosphatidylinositol 3-kinase (PI3K)/AKT signaling, repressing MYB expression and retaining the responsiveness of cancer cells to cisplatin. These findings provide a mechanistic understanding of the synergistic anti-tumor purpose of LOC102724169 as a bona fide tumor suppressor, enhancing the therapeutic effect of cisplatin. The new regulatory model of “lncRNA-MYB” provides new perspectives for LOC102724169 as a chronic stress-related molecule and also provides mechanistic insight into exploring the cancer-promoting mechanism of MYB in OCCS, which may be a promising therapeutic strategy for ovarian cancer.

## Introduction

Epithelial ovarian cancer (EOC) is one of the most lethal gynecological cancers globally. The reason for the high mortality of ovarian cancer is mainly due to its high rate of resistance to cisplatin and the advanced stage of disease at diagnosis.^1^^,^^2^ Animal studies and other research have indicated that chronic stress leads to greater tumor burden and enhances the invasive growth ability of EOC cells, thereby resulting in a worse prognosis.^3^, ^4^, ^5^ Chronic stress has long been speculated to change the gene expression of diseases^6^ and even influence the progression of cancer.^7^ Laboratory animal models of chronic stress have provided significant insights into changes in the neuroendocrine system that can modulate the functional activities and malignant features of tumor cells.^8^ In mice models of ovarian carcinoma, the stress-induced release of catecholamines can activate the neuroendocrine system, leading to increased expression of VEGF, interleukin (IL)-6, and matrix metalloproteinase, which promote angiogenesis processes and more aggressive growth of EOC cells.^3^^,^^9^ Based on above the evidence, beta blockers are offered as clinical therapy in ovarian cancer patients and prolong their overall survival^10^^,^^11^ as well as disease-specific survival.^11^ Better prognosis has also been observed in breast cancer and malignant melanoma using them.^12^^,^^13^ However, other studies show that taking beta blockers does not significantly prolong survival in ovarian cancer patients.^14^, ^15^, ^16^ This suggests that some other major underlying mechanisms are still unclear in ovarian cancer with chronic stress (OCCS).

Long non-coding RNAs (lncRNAs) function in various biological processes^17^ and are also crucial players in tumor development through several not fully characterized mechanisms.^18^ Recent studies have reported that lncRNAs can act as oncogenes or tumor suppressors, and their aberrant expressions are closely linked with cell migration, angiogenesis, and drug resistance in ovarian cancer.^18^^,^^19^ H19 is a metastatic lncRNA that is correlated with the recurrence of high-grade serous ovarian cancer and is implicated in acquired cisplatin resistance.^20^ MALAT1 is also available to promote cell proliferation and metastasis via the phosphatidylinositol 3-kinase (PI3)/AKT pathway in EOC.^21^ However, as a tumor suppressor, lncRNA GAS5 is shown to have low expression in EOC tissues and inhibit tumor metastasis through the GAS5-E2F4-PARP1-mitogen-activated protein kinase (MAPK) axis.^22^ HOXA11-AS is also lowly expressed in EOC tumor tissues and exerts a tumor suppressor function, which can be improved by the T allele.^23^ Clearly, lncRNAs have a prominent role in ovarian cancer, which leads us to postulate whether lncRNAs can regulate the progression of OCCS.

In this study, we established a mouse model of chronic stress that faithfully replicates the development and progression of ovarian cancer suffering chronic stress and isolated deregulated lncRNAs involved in OCCS. A new and dominant lncRNA tumor suppressor named LOC102724169 was identified. We explored whether and how LOC102724169 might negatively regulate the aggressiveness of OCCS, and how such mechanisms might enhance the synergistic anti-tumor effect to improve cisplatin response in the context of OCCS. To our knowledge, this is the first time that any study has illustrated the roles of lncRNAs in OCCS, thereby increasing knowledge of lncRNA-related regulatory mechanisms of OCCS and providing a new approach for the clinical treatment of ovarian cancer.

## Results

### Chronic stress-related lncRNAs identified through integrated analysis in ovarian cancer

We stressed female nude mice with periodic immobilization^3^ for a week before SKOV3 cells were injected intraperitoneally in all nude mice. The stress effects on tumor growth and metastasis were examined first (Figures 1A and 1B). In mice receiving 2 h of immobilization daily, the number of tumor nodules doubled compared to those in the control group (Figure 1C), while the mean tumor volume increased more than 2-fold (Figure 1C). As expected, restraint stress has significantly accelerated the progression of ovarian cancer. Given that lncRNAs play vital roles during the process of ovarian cancer, we performed transcriptome profiling on tumor tissues from stressed mice and a matched control group using high-throughput sequencing to more comprehensively survey whether lncRNAs are involved in OCCS. 

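SKOV3, a human ovarian adenocarcinoma cell line, was grown as tumors in the peritoneal cavity of nude mice, and the RNA of 6 tumor samples was sequenced, 3 from stressed mice and 3 from the control group. In the paper the stressed mice received 2 h of immobilization daily, starting 7 days before injection and lasting 35 days. The labels deposited with the libraries give 2 to 4 h daily, 2 weeks before injection and 8 weeks of stress. The sources used here do not say that each library came from a different mouse, so the p-values measure the spread between these 6 samples. The deposited table holds the raw counts of 41768 genes, without normalization. HISAT2 and GRCh38 are named in the submitters' processing notes, whereas the counting tool, the annotation, the strand setting and the treatment of mouse reads are not given in the sources used here. The libraries labelled stressed held 17669879 (S4), 16936682 (S5) and 18605080 (S6) counts, and the libraries labelled non-stressed held 15628738 (S1), 17300279 (S2) and 13695275 (S3) counts. Figure 1D places S1 to S3 under stress and S4 to S6 under control, the opposite of the labels. The groups were set by the column numbers of Figure 1D before the data were examined and were changed to the labels afterwards. The heatmap colors of the 29 genes of Figure 1D, read from the picture, were set against the counts in each of the 720 orders of the libraries. Taking the panel's columns S1 to S6 as the deposited S4, S5, S6, S1, S2 and S3 gave the highest correlation across genes and columns (r = 0.853), against 0.776 in the next order and -0.657 with equal numbers. Within the panel's groups of 3 columns, where the direction of stress plays no part, the correlation was 0.652 in that order and 0.008 with equal numbers. If the column numbers of Figure 1D held for the deposited libraries, every direction given for stress would be reversed. By the labels, 28 of the 29 genes have the panel's direction, among them LOC102724169, which the paper describes as low in stressed tumors, and IGSF10 and TGFBR3, for which the paper reports like results in other mouse tumors (Figure 1G). In what follows, the stressed group is S4 to S6 and the control group S1 to S3.
The counts were scaled by TMM and compared with edgeR's quasi-likelihood test over the 15718 genes that passed its filter on low counts (minimum count 10), with Benjamini-Hochberg adjustment. DESeq2 and limma voom were run beside it. Lists of genes, written from general knowledge in advance, were tested with camera at a preset correlation of 0.01 between genes. Libraries differed within groups as well. The first principal component held 31.5% of the variance and set the control library S3 (44.1) apart from the others, which ranged from -24.0 to 1.47. The deviation of genes from their mean followed GC content in S3 (r = -0.367 across genes) and in S4 (r = 0.408), and hardly in the other libraries (-0.032 to 0.030).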

We observed a total of 181 mRNAs and lncRNAs to be differentially expressed, some of which are shown in Figure 1D. These differentially expressed genes were enriched in Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways such as apoptosis, ABC transporters, the phosphatidylinositol 3-kinase (PI3K)/AKT pathway, and the MAPK pathway, which are linked to either multi-drug resistance or oncogenesis (Figure 1E). 

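Of the 29 genes shown in Figure 1D, 17 had higher and 12 had lower fitted levels in the stressed group. KCNG3, a voltage-gated potassium channel subunit, was at 11.1 ± 1.22 CPM (SD, n = 3) in the stressed group and at 22.1 ± 4.78 CPM (SD, n = 3) in the control group, a log2 fold change of -0.99 (standard error 0.16, adjusted p = 0.176 from edgeR). TDO2, an enzyme of tryptophan breakdown, had the most negative log2 fold change of the panel (-2.47, standard error 0.61), from 3, 2 and 6 counts against 11, 30 and 14. The lncRNA HOTAIRM1, counted without a stated strand setting, had a log2 fold change of -1.18 (standard error 0.35). On the other side, PNOC, the precursor of the neuropeptide nociceptin, and IGSF10, an immunoglobulin superfamily protein, each had a log2 fold change of 0.60 (standard error 0.12 for both). TGFBR3, a TGF-β co-receptor, had 0.63 (standard error 0.14).
Of these 29 genes, 28 had an unadjusted p under 0.05, 6 differed by more than 2-fold, and none passed an adjusted p of 0.05 in edgeR (7 passed in DESeq2, and 11 in edgeR without the count filter). The panel was chosen on these libraries, so its directions are not independent evidence. The paper's thresholds (FDR under 0.05 with a fold change above 2 or under 0.5) were passed by 0 of 15718 genes in edgeR, 0 of 15718 in limma voom and 1 of 25842 in DESeq2, which left 15512 without an adjusted p. That DESeq2 call was the transporter gene SLC10A4, named after its values were seen. At an unadjusted p under 0.05, edgeR gave 1547 genes, 713 higher and 834 lower, where 785.9 would be expected by chance, and 161 of them differed by more than 2-fold (34 higher, 127 lower). Among 680 lncRNAs, 10 were higher and 38 lower at that unadjusted p, among 12531 protein-coding genes 670 were higher and 597 lower, and among the 2507 others, of other classes or without a match in the annotation, 33 were higher and 199 lower. LOC102724169 and LOC100507526 have no match in that annotation and are counted among the latter. Without the filter on low counts, 26 genes passed both thresholds, 6 higher and 20 lower.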

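Of 217 tested genes of PI3K/AKT signaling, 20 were higher and 10 lower in the stressed group at an unadjusted p under 0.05. Of 196 genes of MAPK signaling, 11 were higher and 10 lower. Of 120 apoptosis genes, 13 were higher and 7 lower, and of 39 ABC transporters 3 were higher and none was lower. Genes of Figure 1D that belong to these pathways lay on both sides. MAPK9, the kinase JNK2, had a log2 fold change of 0.39 (standard error 0.10), and PIK3R3, a regulatory subunit of PI3K, had 0.25 (standard error 0.07), while DUSP6, the phosphatase that acts on ERK, had -0.39 (standard error 0.07). ATF4, the effector of the integrated stress response, had -0.29 (standard error 0.07). These genes had adjusted p-values of 0.277 (DUSP6) to 0.382 (PIK3R3) in edgeR.
As whole lists, none of the 4 differed from the other genes by camera. Adjusted p-values were 0.371 for PI3K/AKT, 0.633 for MAPK, 0.588 for apoptosis and 0.451 for ABC transporters. No member passed an adjusted p of 0.05 over all genes in edgeR, while in DESeq2 1 member of the MAPK list did (DUSP6, adjusted p = 0.0045). Adjusted over the list alone in edgeR, 1 gene passed in the MAPK list (DUSP6) and none in the other 3. Fisher's exact test, named in the paper's methods, had no called gene to test at the paper's thresholds in edgeR. The lists are not KEGG's own, and 4 members of the PI3K/AKT list, 4 of the MAPK list, 3 of the apoptosis list and 1 of the ABC list are genes of Figure 1D. The paper states that the pathways in which its differentially expressed genes were enriched are linked to multi-drug resistance or oncogenesis, and it turns from apoptosis and drug resistance to cell viability in its search for a key lncRNA.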

Of note, several differentially expressed genes related to drug resistance were identified, including ABC transporters (*ABCA13*), P-type ATPase (*ATP11B*), and protein phosphatase family genes. Additionally, a clustering algorithm was used to calculate the correlation between genes (Figure 1F). 

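ABCA13, a large ABC transporter of the A subfamily, was counted 21, 14 and 11 times in the stressed libraries and 3, 0 and 5 times in the control libraries, a log2 fold change of 2.25 (standard error 0.76, adjusted p = 0.388 from edgeR). Its family members ABCA3 and ABCA7, which handle lipids, had log2 fold changes of 0.25 (standard error 0.08) and 0.21 (standard error 0.08). ABCA5, of the same subfamily, went the other way with -0.43 (standard error 0.19). ATP11B, a phospholipid flippase, was at 34.3 ± 4.49 CPM (SD, n = 3) in the stressed group and 47.8 ± 2.06 CPM (SD, n = 3) in the control group, a log2 fold change of -0.48 (adjusted p = 0.337 from edgeR and 0.038 from DESeq2). Of 23 tested P-type ATPases, 2 were higher and 1 lower at an unadjusted p under 0.05, and ATP11B was the gene that passed when adjusted over the list alone.
Of 88 protein phosphatase genes, 5 were higher and 8 lower at that unadjusted p. PPP4R2, a regulatory subunit of protein phosphatase 4, had a log2 fold change of 0.45 (standard error 0.13), whereas PPP1R15A and PPP1R15B, both of which direct protein phosphatase 1 to eIF2α, had -0.33 (standard error 0.09) and -0.19 (standard error 0.07). PPP3R1, the regulatory subunit of calcineurin, had -0.26 (standard error 0.08). Adjusted over the list alone, 1 phosphatase gene passed (DUSP6, which belongs to the MAPK pathway as well). The camera test gave adjusted p-values of 0.451 for P-type ATPases and 0.633 for phosphatases. With few counts of ABCA13 per library, its fold is known only roughly.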

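The genes of Figures 1D and 1F were correlated with each other across the 6 libraries. Of 30 relations with LOC102724169, computed on log2(CPM + 1), 12 were positive and 18 negative, and 6 had a Benjamini-Hochberg adjusted p under 0.05 in the exact permutation test over 720 pairings. KCNG3 gave r = 0.981 (exact permutation p = 0.00417, adjusted p = 0.0417) and rho = 0.943 (exact permutation p = 0.0167). MSH4, a protein of meiotic recombination, gave r = 0.964 (exact permutation p = 0.00139, the smallest that the pairings allow, adjusted p = 0.0417) and rho = 1 (exact permutation p = 0.00278). PPP4R2 gave r = -0.954 (exact permutation p = 0.00694, adjusted p = 0.0417) and rho = -0.886 (exact permutation p = 0.0333). Without S4 and S3, the libraries farthest from the median of LOC102724169, r was 0.973 for KCNG3, 0.950 for MSH4 and -0.995 for PPP4R2.
Because the genes of Figure 1D were picked for a difference between the groups, each pair shares that difference. Of 465 pairs among 31 genes, 272 (58.5%) had an r beyond 0.8 in size, and 46 (9.89%) did once each library was set against the mean of its group. No rho passed the adjustment (lowest adjusted p = 0.0833 in the exact permutation test). Within groups r was 0.890 for KCNG3, 0.805 for MSH4 and -0.792 for PPP4R2.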

We randomly validated several genes such as *IGSF10*, *TGFBR3*, and others (Table S1) from 181 mRNAs and lncRNAs mentioned above in the other mouse tumor tissues (Figure 1G), and we found that the result was consistent with what we observed in the high-throughput sequencing (Figure 1D). These findings indicated that the mouse model was built on meaningful data in the context of OCCS. Since KEGG pathway analysis is mainly concentrated on cell apoptosis and drug resistance, we tried to explore a key lncRNA with clinical therapeutic significance by first detecting cell viability. Half-maximal inhibitory concentration (IC_50_) was determined by a Cell Counting Kit-8 (CCK-8) using a wide range of cisplatin concentrations. We tested all five different lncRNAs and found that only LOC102724169 reduced the value of IC_50_ in ovarian cancer cells (Figure 1H), indicating that the inferred lncRNA might have a vital role in OCCS.

**Figure 1:**
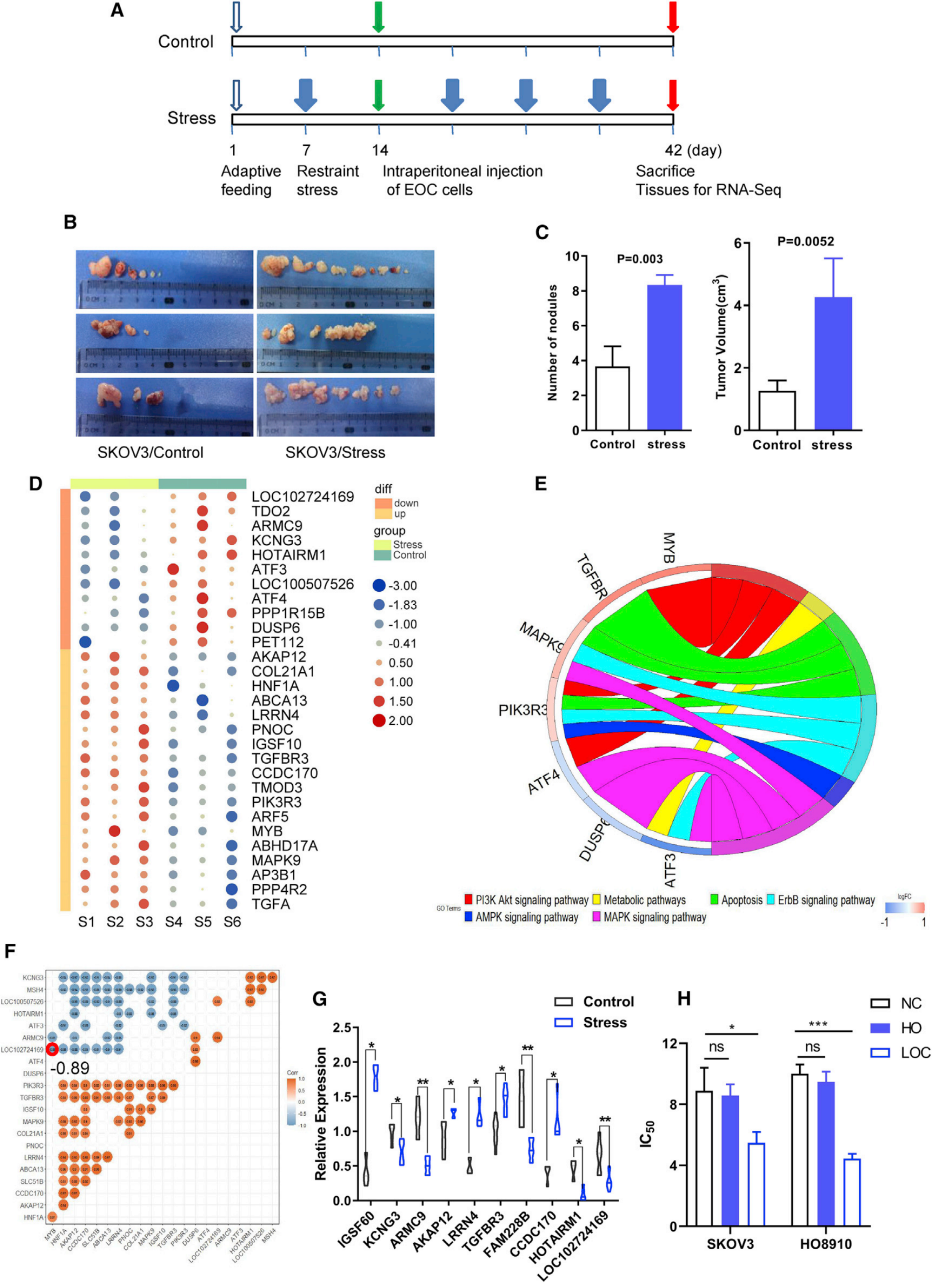
Chronic stress-related lncRNAs identified through integrated analysis in ovarian cancer (A) Schematic diagram of stress nude mouse model. Blue open arrows indicate that mice were randomly divided into the stress group or the control group after adaptive growth for 1 week. Blue filled arrows indicate the stressed group, in which mice receive 2 h of immobilization daily. Green arrows indicate that SKOV3 cells were injected intraperitoneally in nude mice with/without periodic immobilization. Red arrows indicate mice were euthanized, and tumor tissues were collected for RNA sequencing. (B) Gross specimens of tumor tissue in stressed mice and control group. (C) Quantification of tumor nodules and tumor volume in stressed mice and the matched control group. (D) Heatmap shows part of differentially expressed mRNAs and lncRNAs in high-throughput sequencing of stressed mice and the matched control group. (E) Part of the KEGG pathway and their enriched genes of high-throughput sequencing in stressed mice and control group. (F) Correlation analysis of differentially expressed genes in sequencing results. (G) Several mRNAs and lncRNAs from high-throughput sequencing were validated in mice tumor tissue between the stress and control groups. (H) Cell viability of LOC102724169 (LOC) and HOTAIRM1 (HO) compared to the negative control (NC) detected by CCK-8. LOC102724169 reduced the value of IC_50_ in both SKOV3 and HO8910 cells. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001. Statistical differences were calculated using a two-tailed Student’s t test. Data are represented as mean ± SEM.

### Identification of lncRNA LOC102724169 transcriptionally regulated by CEBPB

We chose lncRNA LOC102724169, an uncharacterized new lncRNA, for further study. LOC102724169 is a 10-kb gene located between PRR18 (NCBI: NC_000006.12 [166,305,300–166,308,392]) and LOC100289495 (NCBI: NC_000006.12 [166,342,631–124166,351,469]) on human chromosome 6q27 (Figure 2A). It is composed of two exons with a transcript length of 732 nt (Supplemental materials and methods). Furthermore, lncLocator (http://www.csbio.sjtu.edu.cn/bioinf/lncLocator/) suggested that LOC102724169 was mostly located in the cell nucleus (Figure S1A), and RNA *in situ* hybridization (ISH) was then conducted to validate the location of LOC102724169 in SKOV3 cells (Figure 2B). 

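The supplementary sequence of LOC102724169 (729 nt as extracted) was matched to GRCh37, where 724 nt aligned without change. Exon 1 lies on chromosome 6 from 166755217 to 166755685 (469 nt) and exon 2 from 166745271 to 166745533 (263 nt), on the minus strand, which gives 732 nt of exon within a span of 10415 nt. Both exons lie inside SFT2D1, which encodes a vesicle transport protein and runs on the same strand from 166733216 to 166756064. The span falls within its intron from 166744896 to 166755906 and touches 0 of its annotated exons. HNRNPA1P49, a processed pseudogene on the plus strand (166748056 to 166748959), lies between both exons of LOC102724169. In GRCh38, PRR18 (166305300 to 166308392) and LOC100289495 (166342631 to 166351469) are 34238 nt apart, and SFT2D1 (166319728 to 166342545) lies between them.
Unspliced SFT2D1 RNA comes from the same strand as LOC102724169, so its reads cannot be separated from those of the lncRNA by strand, and the counts of LOC102724169 are uncertain in this respect. SFT2D1, looked up after the counts of LOC102724169 were seen, had a log2 fold change of 0.06 between the stressed and the control group (standard error 0.14, adjusted p = 0.921 from edgeR), with 214, 230 and 240 against 174, 210 and 186 counts. LOC100289495 had a log2 fold change of -0.20 (standard error 0.34), and PRR18 had 0 to 6 counts per library.

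**Figure D1:**
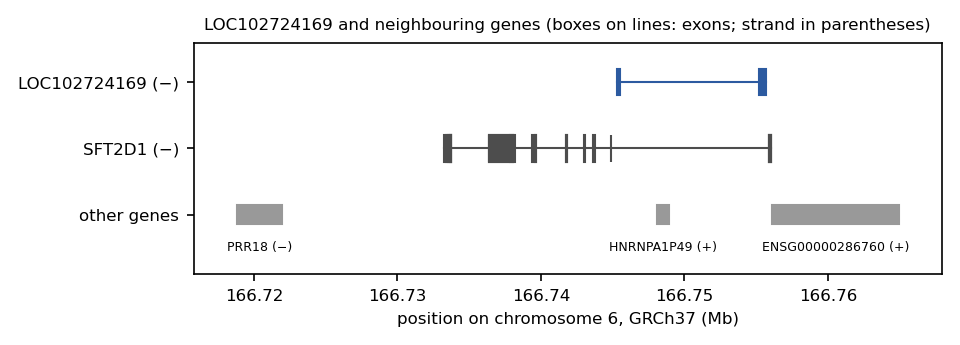
Map of chromosome 6 in GRCh37 (x axis, position in Mb) with the exons of LOC102724169 from its supplementary sequence and some of the annotated neighbouring genes; boxes on lines are exons, and the sign in parentheses is the strand. The exons of LOC102724169, at 166755217 and 166745271, lie between neighbouring exons of SFT2D1.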

As a non-coding RNA, LOC102724169 has no open reading frames (ORFs) larger than 200 bp.^24^ A very low coding potential of LOC102724169 was predicted, and the CPC (coding potential calculator, http://cpc2.gao-lab.org)^25^ computational algorithm predicted that LOC102724169 has a very low coding potential (Figure S1A), similar to GAS5, a well-known lncRNA. However, there is no information about the function of LOC102724169.

**Figure 2:**
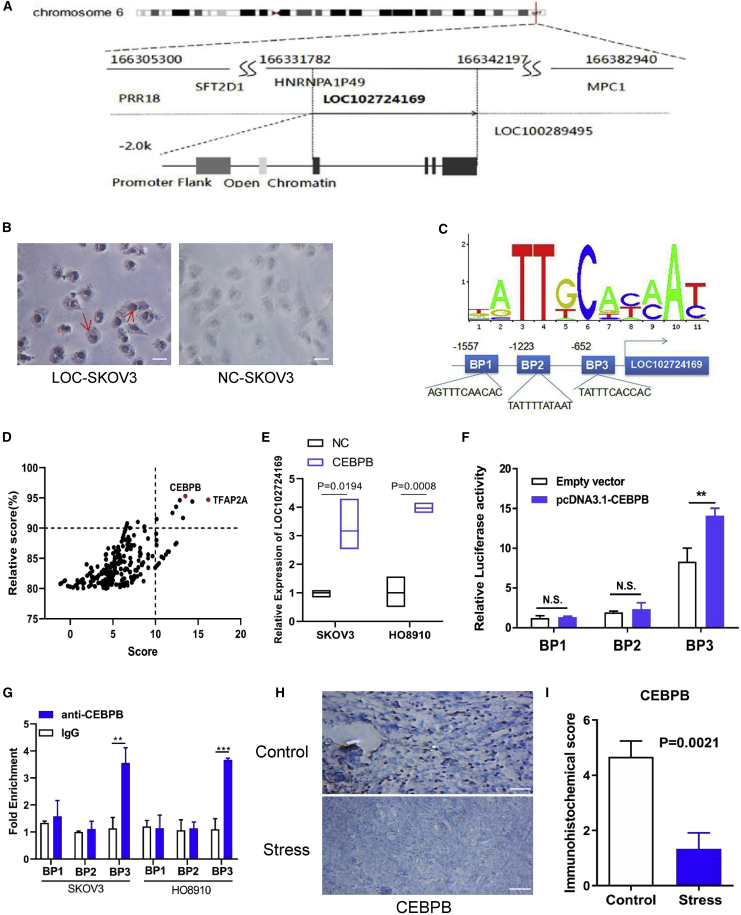
Identification of lncRNA LOC102724169 transcriptionally regulated by CEBPB (A) Gene map of LOC102724169, a lncRNA on human chromosome 6q27. (B) RNA ISH assay suggested that LOC102724169 was mostly located in the nucleus of SKOV3 cells. Original magnification, ×200; scale bars, 5 μm). (C) JASPAR (http://jaspar.genereg.net/) was used to predict sites of putative CEBPB binding motif in the LOC102724169 promoter region. (D) Relative score and score of transcription factors predicted by JASPAR. (E) Relative expression of LOC102724169 in both SKOV3 and HO8910 cells transfected with CEBPB or control plasmid. (F) Dual-luciferase reporter assays examining the relative luciferase activities, which show a marked CEBPB binding activity in the BP3 site of LOC102724169. (G) ChIP assays of the enrichment of CEBPB on the LOC102724169 promoter relative to control IgG in both SKOV3 and HO8910 cells. (H) CEBPB expression levels measured in tumor tissues of stressed mice and non-stressed mice by immunohistochemistry analysis. Original magnification, ×200; scale bars, 5 μm). (I) Immunohistochemical score of CEBPB in stressed mice and matched control group. ∗∗p < 0.01. Statistical differences were calculated using a two-tailed Student’s t test. Data are represented as mean ± SEM. ISH, *in situ* hybridization; BP3, binding position 3.

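In the sequenced tumors, LOC102724169 was at 1.45 ± 0.37 CPM (SD, n = 3) in the stressed group and 3.10 ± 0.64 CPM (SD, n = 3) in the control group. Its counts were 20, 23 and 35 in the stressed libraries and 41, 48 and 53 in the control libraries, so the groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). The log2 fold change was -1.08 (standard error 0.33), with an adjusted p of 0.382 and an unadjusted p of 0.0053 from edgeR's test across all genes. The gene lies in an intron of SFT2D1 on the same strand, so reads of unspliced SFT2D1 RNA are not separated from its counts. Another lncRNA of the panel, LOC100507526, was at 3.11 ± 1.12 and 6.17 ± 0.34 CPM (SD, n = 3 each), a log2 fold change of -0.98 (standard error 0.26).
Of 33 tested lncRNAs listed in advance, 1 was higher and 8 were lower at an unadjusted p under 0.05, and the list as a whole was lower by camera (adjusted p = 0.0077), although 3 of its members were named in the paper from these libraries. Without these 3 members the unadjusted camera p was 0.0192, and 0.186 with an estimated correlation. For the whole list the adjusted p was 0.645 with an estimated correlation and 0.380 with fry, and the range over all alternatives was 0.00735 to 0.645. The call also ended without S3, S4 or S5 (adjusted p = 0.0538, 0.0767 and 0.0524) and without the count filter (0.118). Small nucleolar RNAs, which guide the modification of ribosomal RNA, were also lower on the whole in the stressed group. Their median log2 fold change was -0.34 over 167 genes. It was -0.22 without S3. The stressed library S6 (median deviation 0.05) lay near the control libraries S1 and S2 (0.08 each), with S3 at 0.41. The level of LOC102724169 followed the median of these genes from library to library. It gave r = 0.953 (exact permutation p = 0.00278) and rho = 0.943 (exact permutation p = 0.0167), and r = 0.866 without S3 and S4. This relation was chosen after the values were seen. LOC102724169 and these genes were both lower in the stressed group, and the permutation test does not allow for that shared difference. On deviations from the group means r was 0.971.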

We sought to identify the molecular mechanism that resulted in the low expression of LOC102724169 in tumor tissues of OCCS. JASPAR (http://jaspar.genereg.net/) was used to predict potential transcription factors that could bind to the promoter regions of LOC102724169. Although there are many transcription factor binding sites in LOC102724169 promoters, we selected the highest score and the highest relative score genes, TFAP2A and CCAAT enhancer binding protein (CEBP) beta (CEBPB), for further verification (Figure 2D). In the preliminary validation of qRT-PCR, only CEBPB’s binding capacity improved the LOC102724169 expression (Figures 2E and S1B–S1D). There were several CEBPB binding sites in the promoter of LOC102724169 predicted by JASPAR. We focused on three CEBPB binding sites (BP1 [−1567 to −1557], 5′-AGTTTCAACAC-3′; BP2 [−1233 to −1223], 5′-TATTTTATAAT-3′; BP3 [−662 to −652], 5′-TATTTCACCAC-3′) with the highest scores (Figure 2C). LOC102724169 expression increased in EOC cells after being transfected with CEBPB plasmid as compared with the control cells (Figure 2E), while overexpressed LOC102724169 did not significantly increase CEBPB expression (Figure S1E); this implied that CEBPB regulated LOC102724169 in a unidirectional way. Next, to validate the exact binding region of CEBPB, we constructed three luciferase report plasmids that contained three regions respectively. These plasmids were transfected into SKOV3 cells separately, and the results indicated that there was a marked CEBPB binding activity in the BP3 site (5′-TATTTCACCAC-3′) of LOC102724169 (Figure 2F). The specific association between LOC102724169 and CEBPB was further validated by chromatin immunoprecipitation (ChIP) and qRT-PCR in EOC cells (Figure 2G). To investigate whether CEBPB was also aberrantly expressed in OCCS, CEBPB expression was measured in tumor tissues of two groups by immunohistochemistry (IHC) analysis (Figure 2H). The results indicated that CEBPB expression was significantly lower in stressed mice tumor tissues compared with non-stressed mice tumor tissues (Figure 2I). These experiments demonstrated that LOC102724169 expression was positively regulated by CEBPB in OCCS.

### Chronic stress promoted tumor progression in EOC patients

We examined CEBPB and LOC102724169 expression among human EOC tumor tissues and benign ovarian tumor (BOT) tissues and found that both had lower expression in EOC patients (Figures 3A and 3B). Consistent with our observations, LOC102724169 was positively correlated with CEBPB (Figure 3C). To note the difference in OCCS patients, assessment of depressive symptoms caused by chronic stress was conducted 1–7 days before tumor resection among 71 EOC patients. Using established threshold values of a nine-item depression scale from the Patient Health Questionnaire (PHQ-9) ≥5,^26^^,^^27^ we identified that 28 participants (39%) had high-risk factors related to chronic stress. Because chronic stress can worsen ovarian cancer,^5^^,^^28^ we reasoned that chronic stress would be associated with clinical and pathological features of EOC patients. As shown in Table 1, high-risk patients have more invasive EOC characteristics, such as International Federation of Gynecology and Obstetrics (FIGO) stage, more residual disease, and cisplatin resistance (p < 0.05). Correlation analysis revealed that chronic stress was positively associated with cisplatin resistance (Figure 3E). To further investigate the clinical significance of chronic-stress-related LOC102724169, we assessed LOC102724169 expression in tumor tissues from EOC patients between those two groups and found significantly lower expression of LOC102724169 in the high-risk group (Figure 3D). We also explored the relationships of stress status, clinical-pathological parameters, and postoperative residual disease with LOC102724169 expression in EOC patients. Lower expression of LOC102724169 was seen in the high-risk stress group and was associated with more residual disease (p < 0.05) in Table 2. Additionally, we observed that a low LOC102724169 level correlated significantly with poorer progression-free survival (PFS) of EOC patients through Kaplan-Meier analysis (Figure 3F). Univariate Cox regression analysis showed that poor prognosis was observed in EOC patients with high-grade tumor, FIGO stage III/IV, lymph node metastasis, residual disease, chronic stress, cisplatin resistance, and low LOC102724169 expression. Additionally, a multivariate Cox regression analysis suggested that these factors, especially FIGO stage III/IV, chronic stress, cisplatin resistance, and low LOC102724169 expression, were independent risk predictors of prognosis for EOC patients (Table 3). Collectively, these data showed that LOC102724169 might exert a critical influence in OCCS patients.

**Figure 3:**
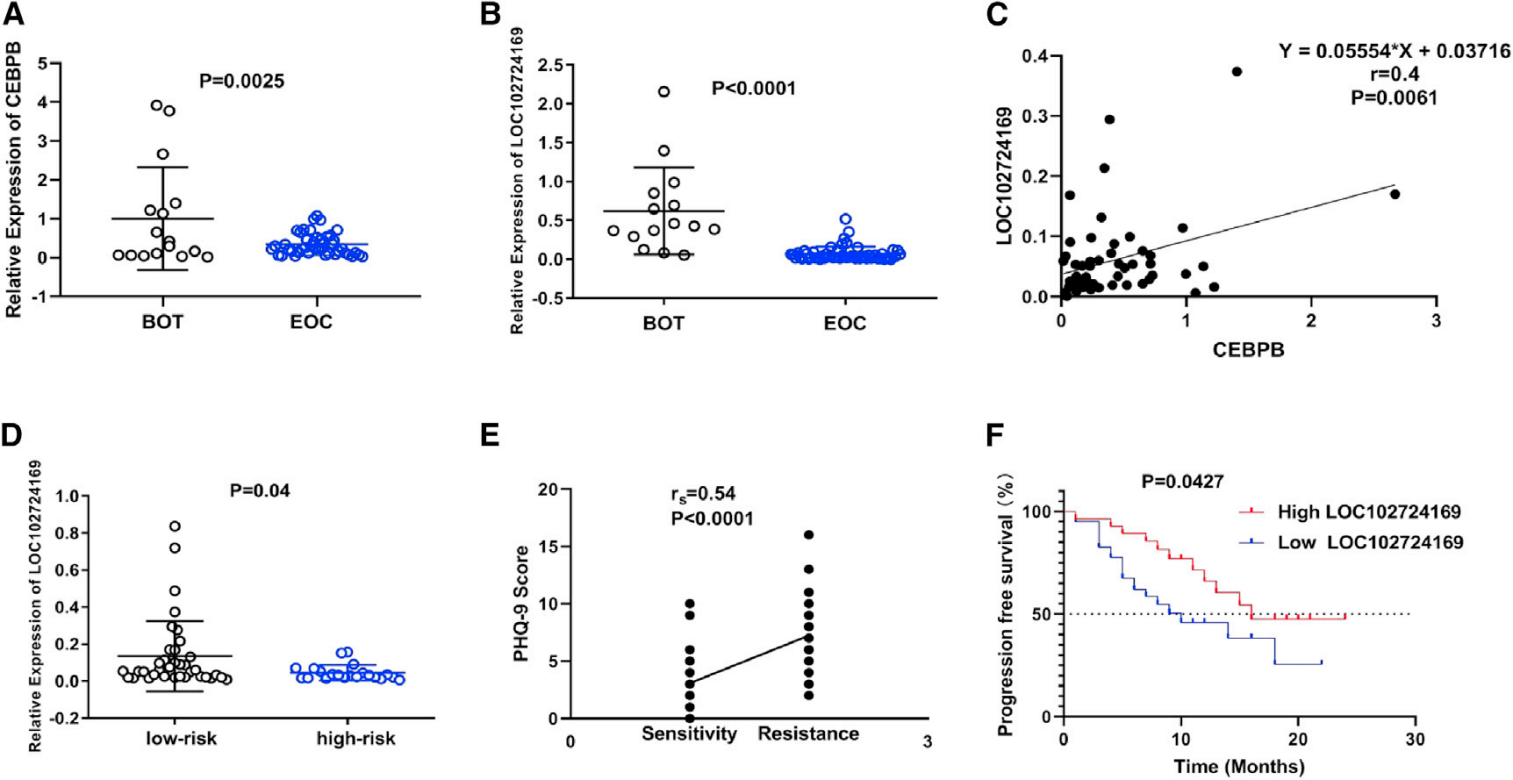
Chronic stress promoted tumor progression in EOC patients (A) Clinical sample validation of CEBPB expression in BOT and EOC. (B) Clinical sample validation of LOC102724169 expression in BOT and EOC. (C) Correlation analysis of CEBPB and LOC102724169 expression levels by a Pearson correlation coefficient (r = 0.4, p = 0.0061). (D) Validation of LOC102724169 expression between high-risk stress group and low-risk stress group. LOC102724169 showed low expression in the high-risk group. (E) Spearman rank regression was used to analyze the correlation between chronic stress and cisplatin resistance. (F) Kaplan-Meier analysis and a log-rank test were used to show progression-free survival curves of EOC patients with different expressions of LOC102724169. Data are represented as mean ± SEM. BOT, benign ovarian tumor; EOC, epithelial ovarian cancer.

**Table 1:** Relationship between the status of chronic stress and clinical-pathological characteristics of EOC patients

Characteristics	No. of cases	Status of chronic stress		p value
		Non-stress (n = 43)	Stress (n = 28)	
**Age (years)**				

<55	39	23	16	0.762
≥55	32	20	12	

**FIGO stage**				

I–II	17	16	1	0.001∗∗
III–IV	54	27	27	
Grade				
G1/G2	15	10	5	0.586
G3	56	33	23	

**Lymph node metastasis**				

Negative	33	22	11	0.327
Positive	38	21	17	

**Residual disease**				

R0	43	30	13	0.049∗
Non-R0	28	13	15	

**Cisplatin effects**				

Sensitivity	51	42	9	0.000∗∗∗∗
Resistance	20	4	16	

**Expression of LOC102724169**				

Low expression	41	20	21	0.018∗
High expression	30	23	7	

EOC, epithelial ovarian cancer; R0, residual disease <0 cm.∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001.

**Table 2:** Relationship between LOC102724169 expression and clinical-pathological characteristics of EOC patients

Characteristics	No. of cases	Expression of LOC102724169		p value
		Low (n = 41)	High (n = 30)	
**Age (years)**				

<55	39	23	16	0.817
≥55	32	18	14	

**FIGO stage**				

I–II	17	8	9	0.306
III–IV	54	33	21	
Grade				
G1/G2	15	6	9	0.117
G3	56	35	21	

**Status of chronic stress**				

Non-stress	43	20	23	0.018∗
Stress	28	21	7	

**Lymph node metastasis**				

Negative	33	20	13	0.649
Positive	38	21	17	

**Residual disease**				

R0	43	20	23	0.018∗
Non-R0	28	21	7	

∗p < 0.05.

**Table 3:** Univariate and multivariate analysis of clinical-pathological parameters in association with progression-free survival

Variable	Univariate analysis			Multivariate analysis^a^		
	HR	95% CI	p value	HR	95% CI	p value
Age	0.997	0.971–1.024	0.820	0.997	0.964–1.031	0.864
Grade	9.331	2.677–32.516	0.000∗∗∗∗	7.353	1.916–28.571	0.004∗∗
FIGO stage	6.579	2.272–19.049	0.001∗∗	3.584	1.185–10.836	0.024∗
Lymph node metastasis	3.1	1.543–6.228	0.001∗∗	2.272	1.069–4.829	0.033∗
Residual disease	1.963	1.034–3.727	0.039∗	2.795	1.135–6.878	0.025∗
Cisplatin resistance	4.145	2.132–8.059	0.000∗∗∗∗	5.326	1.83–15.15	0.002∗∗
Chronic stress	3.213	1.653–6.242	0.001∗∗	2.659	1.345–5.257	0.005∗∗
Expression of LOC102724169	0.308	0.153–0.621	0.001∗∗	0.309	0.130–0.732	0.008∗∗

HR, hazard ratio; CI, confidence interval. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001.

a Cox hazard model.

### LOC102724169 was necessary for reducing cell viability and inducing apoptosis of EOC cells

To determine whether LOC102724169 can play a pivotal functional role in OCCS, we first detected the ontology expression of LOC102724169 between ovarian cancer cell lines and normal ovarian epithelial cells. LOC102724169 expression was much lower in SKOV3 and HO8910 (Figure 4A). We then constructed an ectopic expression vector containing the full-length LOC102724169 transcript in EOC cells (Figure 4B) and examined the effect of LOC102724169 on cellular biological functions.

**Figure 4:**
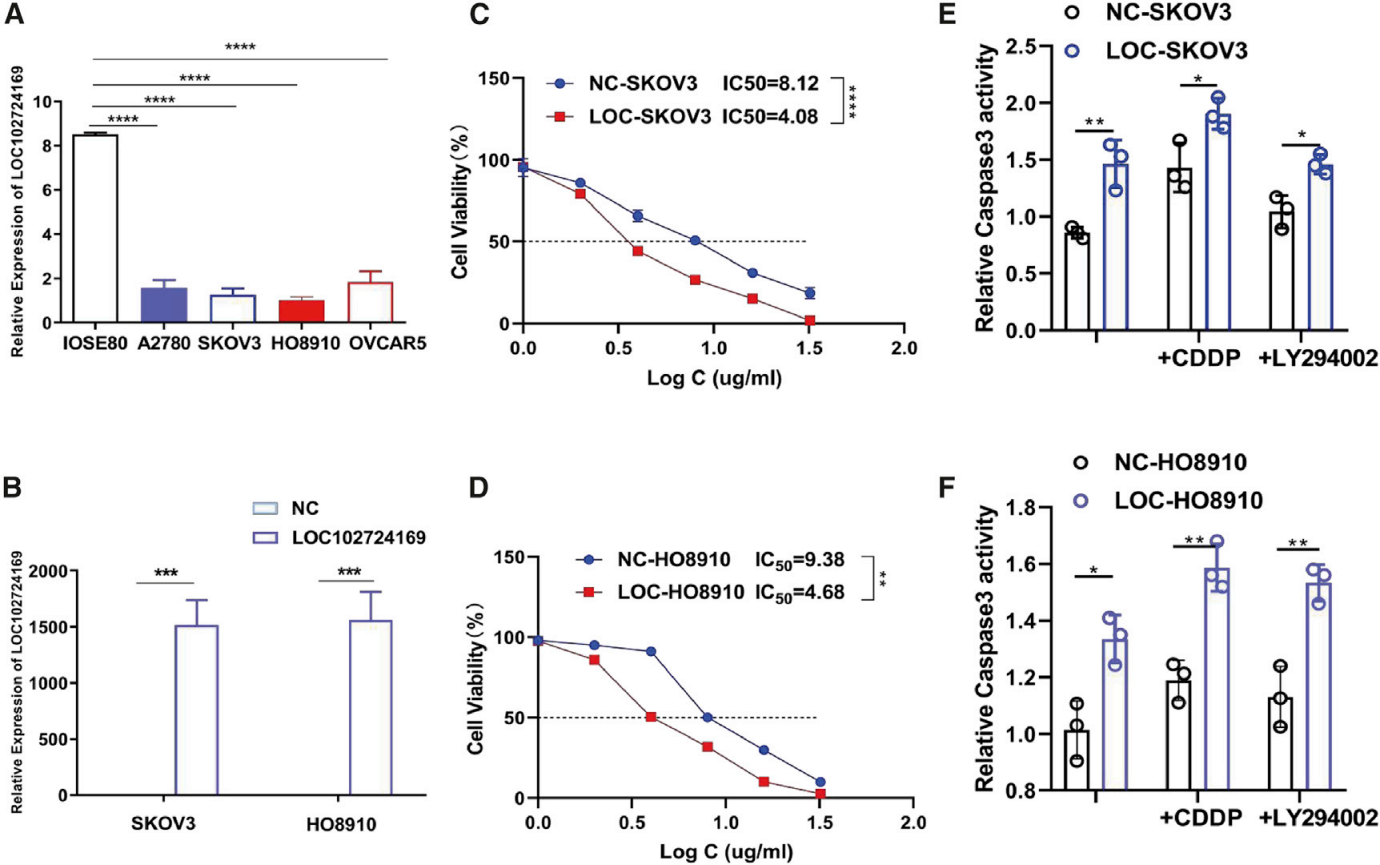
LOC102724169 was necessary for reducing cell viability and inducing apoptosis of EOC cells (A) Relative expression of LOC102724169 was tested in EOC cell lines (A2780, SKOV3, HO8910, OVCAR5) and the normal ovarian cell line (IOSE80) using qRT-PCR assays. (B) Relative LOC102724169 expression was tested in SKOV3 and HO8910 cells transfected with LOC102724169 transcript or negative control using qRT-PCR assays. (C and D) IC_50_ of SKOV3 and HO8910 cells transfected with LOC102724169 transcript was determined by CCK-8 assays using a wide range of cisplatin concentrations. (E and F) Caspase-3 activity assays indicated the expression of caspase-3 among different groups in both SKOV3 and HO8910 cells. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001. Data are represented as mean ± SEM.

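Genes of cell death had small differences between the stressed and the control tumors. BMF, a pro-apoptotic BH3-only protein, was at 64.8 ± 2.91 CPM (SD, n = 3) in the stressed group and 51.5 ± 2.19 CPM (SD, n = 3) in the control group, a log2 fold change of 0.33 (standard error 0.08, adjusted p = 0.370 from edgeR). CAPN1, the catalytic subunit of calpain 1, had a log2 fold change of 0.26 (standard error 0.07). DDIT3, the transcription factor CHOP that acts in stress-induced apoptosis, had -0.37 (standard error 0.12). The median log2 fold change was 0.01 over the apoptosis list, 0.03 over the PI3K/AKT list and 0.06 over the ABC transporters.
Of 34 genes of cisplatin uptake, efflux, detoxification and repair, listed for drug resistance, 2 were higher and 1 lower at an unadjusted p under 0.05. The glutathione transferase GSTP1 had a log2 fold change of 0.20 (standard error 0.08) and the nucleotide excision repair gene XPA had -0.29 (standard error 0.13). The list did not pass camera (adjusted p = 0.633).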

Based on our sequencing results, the OCCS mice model displayed a significantly dysregulated PI3K/AKT pathway, apoptosis, and ABC transporter signaling (Figure 1E), which were linked to drug resistance. We theorized that LOC102724169 might affect the sensitivity of ovarian cancer cells to cisplatin in OCCS. Cell viability was detected, and we observed that LOC102724169 improved the response rates of ovarian cancer cells to cisplatin, exhibiting a prominent decrease of IC_50_ compared with control cells (Figures 4C, 4D, S1F, and S1G), which was consistent with clinical results (Figure 3D). Meanwhile, we found that overexpressed LOC102724169 alone or plus cisplatin affected the level of apoptosis markers (caspase-3) compared to control groups using caspase-3 activity assay (Figures 4E and 4F) and western blot (Figure 5G). Taken in aggregate, the dominant effect of LOC102724169 during the OCCS process was to induce apoptosis and then reduce cancer cell viability, thus exerting an extra anti-tumor effect in conjunction with cisplatin.

**Figure 5:**
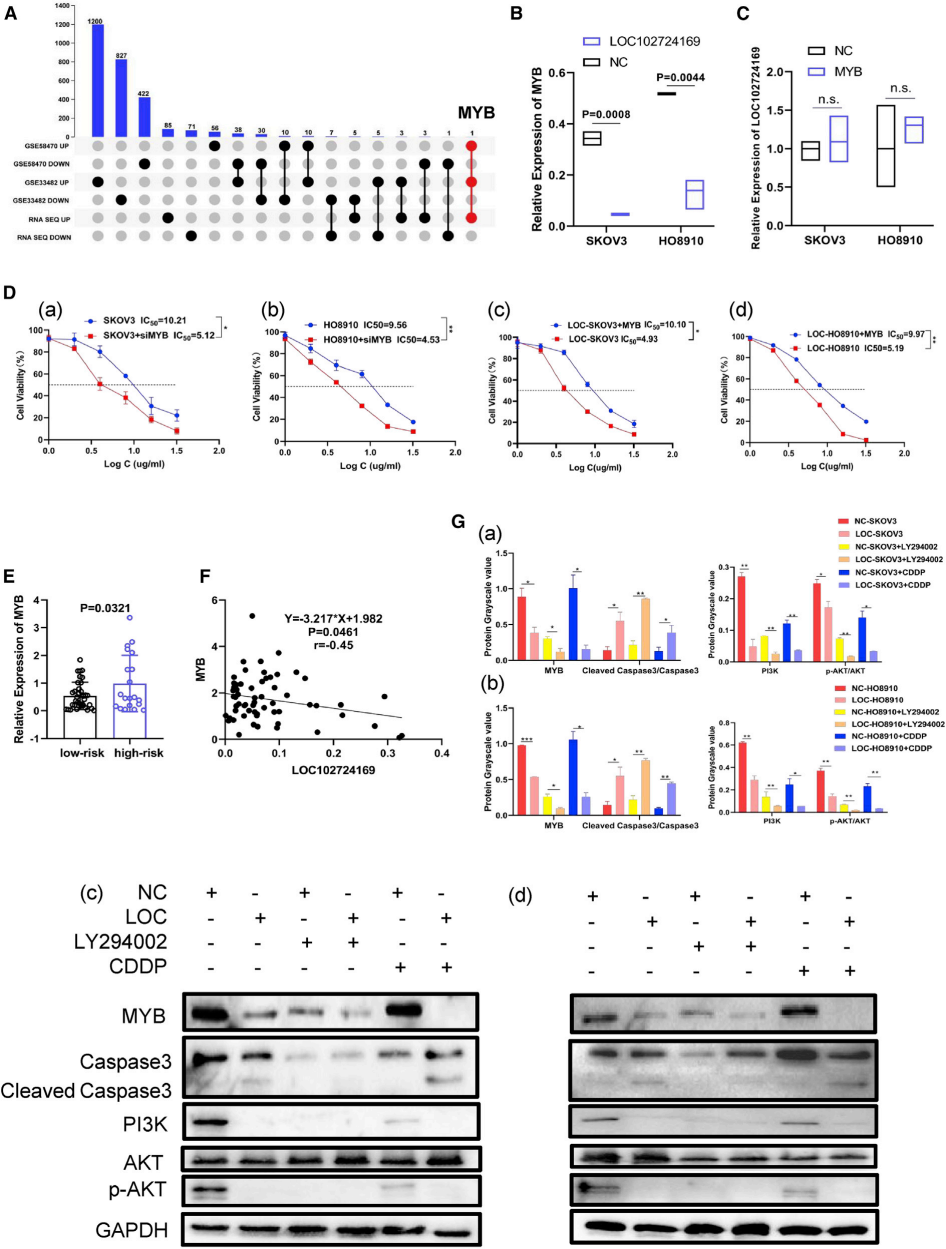
LOC102724169 regulated the expression of MYB and affected the PI3K/AKT pathway in OCCS (A) Schematic overview of the workflow used to investigate the target gene of LOC102724169 in OCCS. (B) Relative expression of MYB in both SKOV3 and HO8910 cells transfected with LOC102724169 or control plasmid. (C) Relative expression of LOC102724169 in both SKOV3 and HO8910 cells transfected with MYB or control plasmid. (Da and Db) Knockdown of MYB decreased the IC_50_ values of cisplatin in SKOV3 and HO8910 cells. (Dc and Dd) Overexpression of MYB in LOC-SKOV3/HO8910 cells increased the IC_50_ values of cisplatin. (E) Validation of MYB expression between the high-risk stress group and low-risk stress group. (F) Correlation analysis of MYB and LOC102724169 expression levels by a Pearson correlation coefficient (r = −0.45, p = 0.0461). (Ga and Gb) Histograms represent the quantification of western blot bands in both SKOV3 and HO8910 cells. (Gc and Gd) Western blot analysis of MYB, caspase-3, and PI3K/AKT signaling-related molecule expression in different groups in both SKOV3 and HO8910 cells. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001. Data are represented as mean ± SEM.

### LOC102724169 regulated the expression of MYB and affected the PI3K/AKT pathway in OCCS

To verify the key molecules that mediate the function of LOC102724169 in OCCS, we used a strategy looking for the overlap of three independent datasets, which included two expression profiles of cisplatin resistance in ovarian cancer (Gene Expression Omnibus [GEO]: GSE33482 and GSE58470),^29^ along with our high-throughput sequencing. 

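MYB, a transcription factor with oncogenic activity, lies on chromosome 6 of GRCh38 from 135181308 to 135219172. In the sequenced tumors it had 39, 45 and 66 counts in the stressed libraries and 31, 76 and 42 counts in the control libraries. Its level was 2.79 ± 0.65 CPM (SD, n = 3) in the stressed group and 3.16 ± 1.21 CPM (SD, n = 3) in the control group. The log2 fold change was -0.18 (standard error 0.32, adjusted p = 0.894 from edgeR), so that the difference was smaller than the spread between replicates. The value was 0.15 without the control library S2, which had the highest level of MYB. Of 10 tested genes of a list of MYB factors and genes activated by MYB, 1 was higher and none was lower at an unadjusted p under 0.05. That gene, CD34, had a log2 fold change of 0.58 (standard error 0.23), while BCL2 had 0.23 (standard error 0.16) and CCNB1 had -0.07 (standard error 0.09). The list did not pass camera (adjusted p = 0.630).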

MYB was not only the remarkably upregulated gene in the two GEO datasets but also the one overexpressed in the stressed group of high-throughput sequencing. Moreover, correlation analysis of our high-throughput sequencing showed that MYB was negatively correlated with LOC102724169 (Figure 1F, r = −0.89, p < 0.05). 

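Over the 6 libraries, MYB and LOC102724169 gave r = 0.340 (two-sided exact permutation p = 0.504) and rho = 0.429 (exact permutation p = 0.419) on log2(CPM + 1). Without S4 and S3, r was 0.159, and on deviations from the group means it was 0.415. Among the 30 relations with LOC102724169 this one had the largest p, also after Benjamini-Hochberg adjustment (0.504). AP3B1, a subunit of an adaptor complex of vesicle transport, gave r = -0.937 (exact permutation p = 0.00972, adjusted p = 0.0486) and rho = -0.829 (exact permutation p = 0.0583), and HOTAIRM1 gave r = 0.943 (exact permutation p = 0.00694, adjusted p = 0.0417) and rho = 0.943 (exact permutation p = 0.0167). Without S4 and S3, r was -0.989 for AP3B1 and 0.939 for HOTAIRM1. These genes and LOC102724169 were picked for Figure 1D by a difference between the groups, which sets the sign of r in large part. On deviations from the group means r was -0.639 for AP3B1 and 0.690 for HOTAIRM1, and its mean size over the 30 relations was 0.420, about that of MYB.

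**Figure D2:**
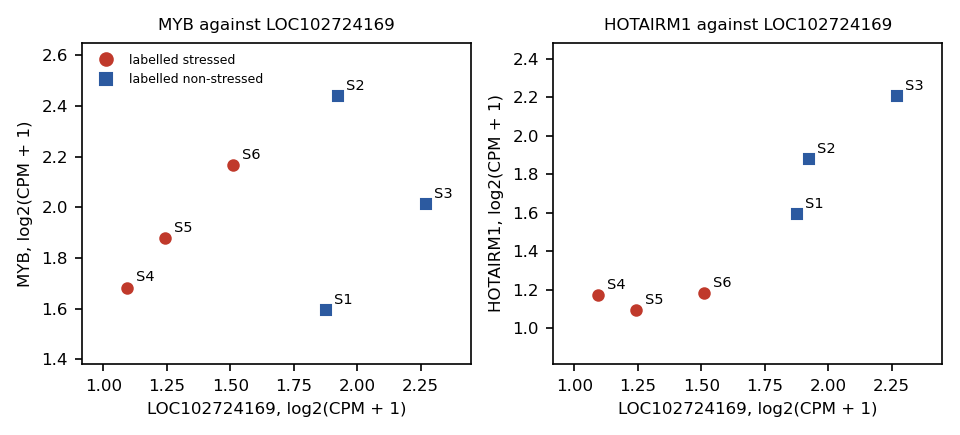
Levels of MYB (left) and HOTAIRM1 (right) against LOC102724169 in the 6 libraries, all as log2(CPM + 1); circles are libraries labelled stressed and squares libraries labelled non-stressed. The points of MYB are scattered (r = 0.340), and those of HOTAIRM1 rise with LOC102724169 (r = 0.943).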

We thus hypothesized that MYB might be the target of LOC102724169 (Figure 5A). To confirm the relationship between LOC102724169 and MYB in OCCS, we first demonstrated that overexpression of LOC102724169 markedly downregulated the expression of MYB in EOC cells (Figures 5B and 5G), while overexpressed MYB had no significant effect on LOC102724169 expression (Figure 5C). MYB was consistently overexpressed in EOC patients with high-stress risk (Figure 5E), while it was negatively correlated with LOC102724169 expression (Figure 5F).

Given that MYB participated in multiple processes of tumorigenesis,^30^ such as cell growth, angiogenesis, and resistance to apoptosis,^31^^,^^32^ we asked whether LOC102724169 could exert its collaboration effect on enhancing the sensitivity of cisplatin in EOC cells by affecting the expression of MYB. The effects of MYB on the sensitivity of EOC cells to cisplatin were detected. We noticed a concurrent decrease in cell viability when EOC cells were transfected with siRNAs targeting MYB (Figures 5D and S1H). Furthermore, reinforced MYB expression in EOC cells with LOC102724169 overexpression enhanced their viability compared with controls (Figure 5D). Altogether, our data demonstrated that MYB was a clear target of LOC102724169 in increasing the response rates of EOC cells to cisplatin.

To further understand the molecular mechanisms underlying the anti-tumor effect of LOC102724169 in modulating MYB, we found that the PI3K/AKT pathway was the most enriched pathway through KEGG pathway enrichment analysis of high-throughput sequences; MYB was dysregulated in this pathway (Figure 1D). 

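Within the PI3K/AKT list, the 4 members with the smallest unadjusted p were the glucose-6-phosphatase subunit G6PC3, ATF4, the EGF receptor ligand TGFA and the matrix protein THBS3. G6PC3 was at 66.6 ± 5.19 CPM (SD, n = 3) in the stressed group and 51.7 ± 0.91 CPM (SD, n = 3) in the control group, a log2 fold change of 0.37 (standard error 0.09, adjusted p = 0.370 from edgeR). TGFA had a log2 fold change of 0.53 (standard error 0.15) and THBS3 had 0.28 (standard error 0.08). MYB, itself a member, did not reach an unadjusted p under 0.05. The list also holds collagens and receptors that fibroblasts make, such as COL1A1, with a log2 fold change of 0.52 (standard error 0.16), and PDGFRB, with 1.57 (standard error 0.67). Both are also markers of fibroblasts, and of 17 tested fibroblast markers 5 were higher and none was lower at an unadjusted p under 0.05, while the list did not pass camera (adjusted p = 0.144, and 0.0108 without S6). The mean deviation of this list overlapped between the groups. It was 0.23, -0.01 and -0.12 in the stressed and 0.15, -0.03 and -0.24 in the control libraries. Reads were aligned to a human genome without a stated treatment of mouse reads, so these markers cannot be assigned to fibroblasts of the host. The sum of all 18 markers, 3848 ± 188 CPM (SD, n = 3) in the stressed and 3446 ± 177 CPM (SD, n = 3) in the control group, did not overlap (exact permutation test, p = 0.1, the smallest possible), and most of it came from COL5A2, named after its values were seen, with 50407, 45372 and 48037 against 39301, 39456 and 33162 counts.
The paper ranked KEGG pathways by the enrichment of called genes, whereas camera asks for a common direction within a list. Its ranks over 30 hand-written lists therefore do not bear on the paper's ranking. Among these lists, PI3K/AKT was not the one with the smallest p by camera. With an estimated correlation, the camera p of the PI3K/AKT list was 0.0477 before and 0.358 after adjustment over 30 lists. Over all settings of normalization, filter and libraries tried, the adjusted p of the PI3K/AKT list ranged from 0.195 to 0.539.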

We then assumed that LOC102724169 might inhibit MYB by inactivation of PI3K/AKT signaling. As shown in Figure 5G, PI3K and the phosphorylation AKT levels were diminished markedly by LOC102724169 overexpression compared to the control group. Moreover, treatment with cisplatin further reduced their expressions in both NC-SKOV3 and LOC-SKOV3 cells (Figure 5G). A similar pattern of their expression was detected in those different groups of HO8910 cells. Additionally, to further explore the involvement of the PI3K/AKT signaling, we treated EOC cells with LY294002, a highly selective PI3K inhibitor. LY294002 dramatically decreased the phosphorylation level of AKT (Ser473) in EOC cells with or without LOC102724169 overexpression. MYB was also remarkably decreased by LY294002 treatment (Figure 5G). These data collectively indicate that LOC102724169 inhibited MYB expression in OCCS by attenuating PI3K/AKT signaling.

### LOC102724169 overexpression enhanced the effect of cisplatin on EOC *in vivo*

Finally, we returned to verify the roles of LOC102724169 in the OCCS mouse model (Figure 6A). After stressing and injecting SKOV3 cells intraperitoneally to induce tumor formation, we injected LOC102724169-loaded vectors (LOC-virs) or empty vector viruses (negative control [NC]-virs) through the tail vein in the OCCS nude mouse model. It was found that LOC-virs significantly diminished the tumor burden compared to the negative control (Figures 6B and 6C). To study the synergistic anti-tumor effect of LOC102724169 combined with cisplatin in OCCS, we treated both the LOC-virs group and the NC-virs group with cisplatin simultaneously. These mouse models revealed that the group with LOC102724169 overexpression was strikingly more sensitive to cisplatin therapy. Also, fewer numbers of tumor nodules and distant metastases were noted in the LOC-virs plus cisplatin group compared with the control group (Figure 6D). From the statistics, we found that the average tumor volume in the LOC-virs group was 62% less than that in the NC-virs group (Figure 6E), and it was reduced by 81% in LOC-virs with cisplatin treatment group compared to the NC-virs with the cisplatin treatment group (Figure 6E). Significant differences were also found in tumor weight among those groups (Figure 6F). Concurrently, we detected a stark difference in MYB, PI3K, and the phosphorylation AKT level among those groups by western blot (Figure 6H). Additionally, the expression of LOC102724169 was also repeated to confirm the effect in NC-virs, LOC-virs, and those plus cisplatin groups (Figure 6B).

**Figure 6:**
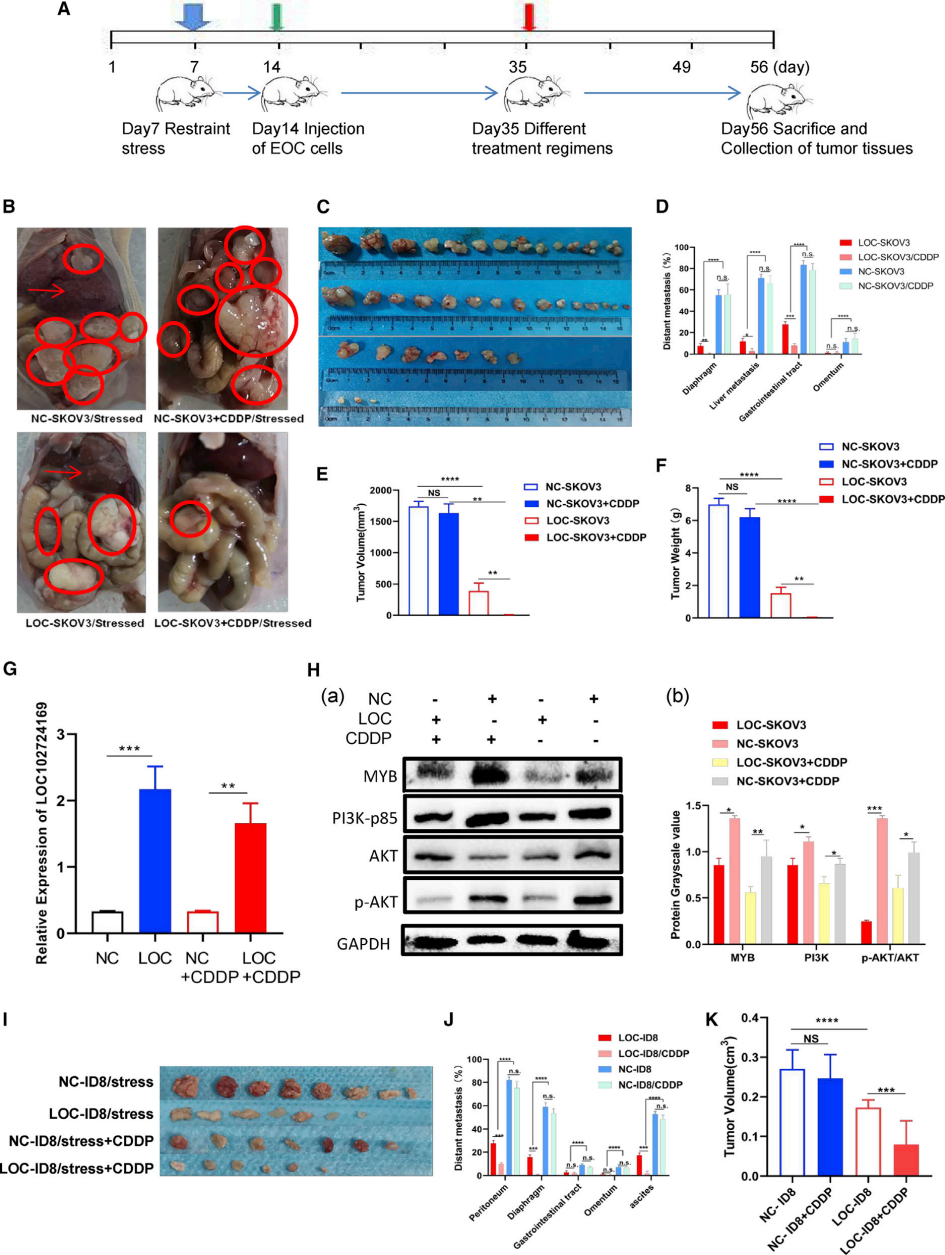
LOC102724169 overexpression increased response rate to cisplatin (CDDP) in the OCCS mice model. (A) Schematic overview of different treatment regimens on stressed mice. Blue arrow indicates all mice kept for 2 h of immobilization daily during the whole experimental cycle. Green arrow indicates that SKOV3/ID8 cells were injected intraperitoneally in nude mice with periodic immobilization in nude mice/C57BL/6. Red arrow indicates after injection of EOC cells intraperitoneally, all stressed mice were randomly divided into four groups according to different treatments: (1) empty vector viruses (NC-virs/NC-SKOV3), (2) empty vector viruses plus CDDP (NC-virs/NC-SKOV3+CDDP), (3) overexpression of LOC102724169 viruses (LOC-virs/LOC-SKOV3), (4) overexpression of LOC102724169 viruses plus CDDP (LOC-virs/LOC-SKOV3+CDDP). (B) Macroscopic tumor tissue and metastases lesions of four groups are presented, respectively. Red circles mark tumor tissues; red arrows indicate liver metastasis. (C) The tumor tissues of those groups were presented. From top to bottom are NC-SKOV3, NC-SKOV3+CDDP, LOC-SKOV3, and LOC-SKOV3+CDDP. (D) Histogram showed different metastases lesions of four groups. (E) Quantification of tumor volume in four groups. (F) Quantification of tumor weight in four groups. (G) Expression of LOC102724169 was validated in mice tumor tissue in different groups. (Ha) Western blot analysis of MYB and other related molecule expressions in different groups were validated. (Hb) Histogram represents the quantification of bands. (I) NC-ID8/ LOC-ID8 cells were intraperitoneally injected into C57BL/6 mice. The tumor tissues of NC/LOC-ID8 and those treated with cisplatin groups are presented. (J) Histogram shows different metastasis lesions of four groups in C57BL/6 mice. (K) Quantification of tumor volume in four groups. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001. Statistical differences calculated using a two-tailed Student’s t test. Data are represented as mean ± SEM.

We also used ID8 cells overexpressed with LOC102724169 (LOC-ID8) or empty vector (NC-ID8) and C57BL/6 mice with complete immune systems to validate the anti-tumor efficacy of LOC102724169. As expected, similar situations in nude mice occurred in the NC-ID8 C57BL/6 mice with bloody ascites and extensive abdominal wall metastasis, but less in either group treated with LOC102724169 or cisplatin alone, and least in mice treated with LOC102724169 plus cisplatin (Figures 6I–6K and S1I). These indicated that LOC102724169 did increase the response rate to cisplatin and exert its synergic anti-tumor efficacy *in vivo*.

## Discussion

Chronic stress has been known to promote the development and progression of multiple cancers, such as ovarian,^3^, ^4^, ^5^ breast,^33^ hepatocellular,^34^ and even oral cancer.^35^ Most of these studies have demonstrated its promotive effects on tumor growth, angiogenesis, and metastasis through the immune and neuroendocrine systems.^3^^,^^8^^,^^33^, ^34^, ^35^, ^36^, ^37^ Although previous research on chronic stress worsening ovarian cancer has been shown in various species, including mice and humans,^3^, ^4^, ^5^ the involved mechanistic understandings are not completely illustrated within clinical parameters; for instance, suboptimal cytoreductive surgery and chemotherapy resistance. So far, despite the exploration of the hypothalamic-pituitary-adrenal (HPA) axis, there are few studies about the functional role and mechanism of chemotherapy resistance linked to OCCS. In clinical observations, we were surprised to find that ovarian cancer patients at high risk of chronic stress are more likely to relapse with cisplatin (CDDP) resistance (r_s_ = 0.54, p < 0.0001, Figure 3E). Meanwhile, we established a classical restraint stress mouse model to mimic human OCCS and used tumor tissue for high-throughput sequencing. Through KEGG pathway analysis, a series of genes were screened to be enriched in apoptosis and drug resistance-related signaling pathways. Taking these interesting findings into consideration, we postulated that chronic stress might aggravate the process of ovarian cancer by reducing its response to cisplatin. Next, we used both nude mice and C57BL/6 mice to construct restraint stress mouse models treated with cisplatin for initial testing. Similar tumor status was observed in both the NC-SKOV3/NC-SKOV3+cisplatin and NC-ID8/NC-ID8+cisplatin groups of our stressed mice models, in which the therapeutic efficacy of cisplatin was nearly negligible (Figures 6B and S1G). To our knowledge, this is the first time we observed that chronic stress might induce cisplatin resistance in ovarian cancer patients. At present, researchers mainly use secondary drug-resistant models through transplanting drug-resistant cell lines into animals. Furthermore, there is a lack of animal models that can better reflect the primary drug resistance for ovarian cancer. At present, we are collecting and establishing types of chronic stress mouse models, such as chronic variable stress, social isolation, and behavioral despair, to verify the clinical phenomenon we have observed above.

lncRNAs can act as tumor suppressors or oncogenes.^38^^,^^39^ However, how lncRNAs may relate to the connection between stress, ovarian cancer, and chemotherapy is unknown. The present study identified how lncRNA LOC102724169 is mediated in OCCS, which expanded our understanding of the mechanisms by which chronic stress could regulate cancer pathogenesis. In our study, we showed that stress response lncRNAs could also affect the apoptosis and drug resistance of ovarian cancer. Furthermore, the dominant lncRNA LOC102724169 on chromosome 6q27, with tumor suppressor characteristics in OCCS, was identified from its location; it had no protein-coding ability, which was predicted by the CPC as another lncRNA discovery.^24^^,^^25^ Moreover, we screened CEBPB as a regulator of LOC102724169 expression. JASPAR marked a very high score in CEBPB among the potential transcription factors, which suggested the high possibility of CEBPB’s involvement in the regulation of LOC102724169 expression. A dual-luciferase reporter assay and ChIP further confirmed this prediction (Figures 2F and 2G). CEBPB is a member of the CEBP family of transcription factors, which has been reported to regulate cell proliferation, metastasis, and apoptosis in various types of cancer.^40^, ^41^, ^42^ Epigenetically, CEBPB expression is significantly lower in stressed tumor tissues compared with the control group (Figure 2H), and overexpressing CEBPB caused increases in LOC102724169 expression in EOC cells (Figure 2D). These data suggest that CEBPB can exert a promoting effect on LOC102724169 expression in EOC cells. Overall, our results pointed to the applicability of LOC102724169 as a tumor suppressor in OCCS, where CEBPB is a transcription factor during ontogeny, and which may result in the low expression of LOC102724169.

In recent years, bevacizumab has been shown to effectively block the interaction of VEGF with its receptor, with response rates ranging from 16% to 18% in both platinum-sensitive and platinum-refractory EOC patients.^43^ However, it was found that the efficacy rate of EOC patients was still no more than 30% even when bevacizumab and cisplatin were combined.^44^ Researchers have studied the role of lncRNAs in the chemoresistance of various cancers.^45^^,^^46^ Our study explored the role of LOC102724169 combined with cisplatin in OCCS. Based on the bioinformatics analysis, we found that MYB might be involved in the response to cisplatin treatment of EOC cells.

MYB functions as a proto-oncogene in multiple types of cancers.^30^ For example, c-Myb is important for the continued proliferation of leukemia cells, and c-Myb activation is able to promote the growth of liver cancer.^31^^,^^32^ However, the mechanisms of tumor resistance induced by MYB are still incompletely elucidated. Particularly, the role of MYB in cisplatin resistance of OCCS has never been demonstrated. In the present study, we showed a relationship between LOC102724169 and MYB on improving the therapeutic efficacy of cisplatin in OCCS. In terms of function, our data revealed that LOC102724169 could improve the cisplatin response rate in ovarian cancer cells (Figures 4C and 4D), even in cisplatin-resistant ovarian cancer cells (Figures S1F and S1G), but this needed more experiments for further exploration. Additionally, MYB was found to be an authenticated target of LOC102724169. Mechanistically, combined with KEGG pathways analysis, our data showed that overexpressed LOC102724169 could decrease MYB by attenuating the PI3K/AKT pathway to enhance cisplatin chemosensitivity and exert an anti-tumor effect in OCCS (Figure 5G). Also, this situation occurred in two types of EOC cell lines: similar results were observed in both nude mice and C57BL/6 mice models. No matter if compared with the NC-ID8/stressed group in C57BL/6 mice or the NC-SKOV3/stressed group in nude mice, the combination of LOC102724169 and cisplatin showed an excellent synergistic anti-tumor effect of more than 80%; this indicates that LOC102724169 could enhance the therapeutic efficacy of cisplatin both *in vivo* and *in vitro*. Overall, our study allowed us to speculate that LOC102724169 might serve as a novel therapeutic target in OCCS complementary to cisplatin. Our findings further documented that stress could enhance the pathogenesis of ovarian carcinoma. Furthermore, we characterized the stress-related lncRNA LOC102724169 as a tumor suppressor, which significantly reduced stress-mediated cancer growth of EOC *in vivo* and *in vitro*. Specifically, in proof-of-concept studies, we demonstrated that reintroduction of LOC102724169 expression blocked the PI3K/AKT pathway and therapeutically inhibited MYB. More importantly, there is a strong correlation between LOC102724169 expression and clinical pathology, including residual disease and risks of stress, indicating that LOC102724169 could serve as an effective target for an ovarian cancer theranostic, especially for OCCS. In conclusion, we provide the first evidence that LOC102724169 was able to block the stimulatory effects of chronic stress on cancer growth in the context of primary human ovarian cancer combined with the mouse model, which suggests a promising new curative treatment for ovarian cancer.

## Materials and methods

### Patients and EOC tissue samples

Patients were recruited from the Department of Gynecologic Oncology, Hunan Cancer Hospital, The Affiliated Cancer Hospital of Xiangya School of Medicine, Central South University (Changsha, P.R. China). Specimens included BOT tissues and EOC tumor tissues. All psycho-social data, as well as tumor tissues, were collected from 86 patients undergoing primary surgical resection of ovarian carcinoma. Benign tumor tissues were obtained from 15 patients with BOTs, and 71 specimens of ovarian cancer were from surgically resected tissues of those ovarian cancer patients. All participants signed informed consent and were reviewed by the Hunan Cancer Hospital Institutional Review Board (no. KYJJ-2018-035). All patients were treated with standard protocols according to the NCCN (National Comprehensive Cancer Network) clinical practice guidelines between 2017 and 2018. The surgical evaluation was used to determine the presence of metastases in accordance with the 2014 FIGO classification.^47^ Depressive symptoms were assessed by the depression module of PHQ-9.^26^^,^^27^

### Cell culture

The human EOC cell lines SKOV3, HO8910, SKOV3/cisplatin, the normal ovarian cell line IOSE80, and the mouse EOC cell line ID8 were purchased from the Type Culture Collection of the Chinese Academy of Sciences (Shanghai, P.R. China). Cell line identification was validated by short tandem repeat profiling and an interspecies contamination test. SKOV3, as well as HO8910, was cultured in Dulbecco’s modified Eagle’s medium (DMEM, HyClone, USA), while SKOV3/cisplatin, IOSE80, and ID8 cells were cultured in RPMI 1640 (HyClone, USA) added with 1% penicillin-streptomycin solution (HyClone, USA) and 10% fetal bovine serum (FBS, BI, Israel) in a 37°C incubator with 5% CO_2_.^48^

### Transduction

For lentivirus transduction, SKOV3, HO8910, or ID8 cells were incubated in a 24-well plate with 500 μL of medium containing 20 μL (107 U) LOC102724169 or negative control lentivirus particles and 5 μg/mL Polybrene for 24 h. The liquid was then changed, and puromycin was screened for 21 days to construct stable cell lines (NC-SKOV3/LOC-SKOV3, NC-HO8910/LOC-HO8910, and NC-ID8/LOC-ID8). Plasmid transfections were performed according to the manufacturer’s instructions for Lipofectamine 3000 (Invitrogen, USA).

### Transcriptome sequencing and analysis

Tumor tissues were removed from an OCCS mouse model and the quality of the RNA was checked by the Agilent 2200 TapeStation system (Agilent Technologies, Santa Clara, CA, USA) and stored at −80°C. RNA sequencing was conducted by Shanghai Novelbio. We applied the DESeq algorithm, using the criteria fold change (FC) >2 or <0.5 and false discovery rate (FDR) <0.05, to screen the differentially expressed mRNAs and lncRNAs. We use a Fisher’s exact test for Gene Ontology (GO) analysis based on the genes annotated in the comprehensive GO database. The KEGG pathway enrichment of differential genes was performed by Fisher’s exact test.

### RNA extraction, reverse transcription, and quantitative real-time PCR

The mRNA level of those differentially expressed genes was accessed by qRT-PCR. Briefly, RNA was isolated with a total RNA TRIzol kit (Life Technologies, USA). A RevertAid first-strand cDNA synthesis kit (Thermo Fisher Scientific, USA) was used to synthesize cDNA. qRT-PCR was then carried out using ChamQ SYBR color qPCR master mix (Vazyme, P.R. China) normalized to GAPDH levels, and the data were analyzed using the ΔΔCt method.^49^ The primer sequences used in qRT-PCR are presented in Table S1.

### Cell viability assay

Cells were seeded in a 96-well plate at a density of 5 × 10^3^ cells/well (100 μL). After treating these cancer cells with different concentrations of cisplatin for 24 h, cell viability was evaluated using a CCK-8 (Vazyme, P.R. China). The absorbance was measured by a plate reader (Bio-Rad, Hercules, CA, USA) at 450 nm.

### Migration and invasion assay

Transwell systems (Corning Life Sciences, USA) were used to evaluate the metastatic ability of cancer cells. Briefly, for the invasion assay, Matrigel (BD Biosciences, USA) was added to the upper surface of a polycarbonate membrane (pore size 8 μm) to form a thin gel layer to serve as the extracellular matrix (ECM). The upper compartment of the filter contained the treated cells at a density of 5 × 10^5^ cells/well in 200 μL of DMEM. The bottom filter was filled with 600 μL of conditioned medium. After incubation at 37°C with 5% CO_2_ for 48 h, the polycarbonate membrane was then fixed with 4% paraformaldehyde for 10 min and stained with 0.2% crystal violet solution. Then, the cells on the upper surface of the filter were erased by wiping with a cotton swab. Cells that penetrated to the lower surface were counted under an Olympus microscope in three randomized fields at a magnification of ×100/×200. A cell migration assay was carried out in a transwell filter on membrane filters without Matrigel.

### Dual-luciferase reporter assay system

Luciferase reporter assays were performed to detect the direct binding of CEBPB to the promoter region of LOC102724169. The +2,000-bp region upstream of LOC102724169 is considered as its promoter region. The entire promoter region of LOC102724169 was cloned into the pGL3-basic vector (Tsingke, Shanghai, P.R. China). To test the binding specificity, the sequences of CEBPB that bound with the LOC102724169 promoter region were created (BP1, 5′-AGTTTCAACAC-3′; BP2, 5′-TATTTTATAAT-3′; BP3, 5′-TATTTCACCAC-3′), and they were also inserted into a pENTER-CEBPB plasmid and EV-pENTER plasmids. Briefly, SKOV3 cells, as well as HO8910 cells, were seeded in a 24-well plate containing antibiotic-free media. Cells were co-transfected with the LOC102724169 promoter construct with either pENTER-CEBPB or EV-pENTER (NC) plasmid using Lipofectamine 3000. PRL-TK plasmid (Tsingke, Shanghai, P.R. China) was also transfected into each group and served as an internal control reporter. After transfection for 48 h, cells were collected and analyzed using the Dual-Glo luciferase assay system (Promega, USA). Luciferase activity was measured with an M200 microplate fluorescence reader (Tecan, Beijing, P.R. China) and the results were normalized to Renilla luciferase activity. Transfection experiments were duplicated and repeated in at least three independent experiments.

### Western blot

After lysing in radioimmunoprecipitation assay (RIPA) buffer (Vazyme, P.R. China), which contained protease inhibitors (Roche, Germany), cells were washed with D-Hanks solution. Proteins were quantified with the bicinchoninic acid (BCA) protein assay kit (Vazyme, P.R. China). Samples containing 30 μg of total proteins were electrophoresed on SDS-polyacrylamide gels and then transferred onto a polyvinylidene fluoride (PVDF) membrane (Millipore, USA) by electroblotting using a Bio-Rad Bis-Tris gel system (Bio-Rad, USA). The membranes that were covered with the primary antibody were blocked by 5% nonfat milk and incubated overnight at 4°C, then washed with Tris-buffered saline with Tween 20 (TBST), and subsequently incubated with a secondary antibody for 1 h at 37°C. Finally, an enhanced chemiluminescence (ECL) solution (Millipore, USA) was added to cover the blotting surface. The signals were captured, and the intensity of the bands was quantified by using the Bio-Rad ChemiDoc XRS+ system (Bio-Rad, USA). Proteins isolated from tissues and cells were incubated with a primary antibody that included MYB (Abcam, USA), GAPDH (SAB, USA), caspase-3, AKT, phosphorylated (p-)AKT (Ser473), PI3K (Cell Signaling Technology, MA, USA).

### ChIP assay

Briefly, SKOV3 and HO8910 cells were crosslinked in 1% formaldehyde for 10 min at 37°C. DNA from fixed chromatin cells was then subjected to immunoprecipitation using a ChIP assay kit (Millipore, Billerica, MA, USA) and the antibodies against CEBPB (Thermo Fisher Scientific, USA) or anti-rabbit immunoglobulin G (IgG) (Santa Cruz Biotechnology, Santa Cruz, CA, USA) according to the manufacturers’ protocol. The precipitated DNA fragments were purified and measured by qPCR under the conditions described above. Primers specific to each segment of interest are listed as follows: LOC102724169-pro (BP1), forward, 5′-TATTTTTAAGTGGATGTGGTAG-3′ and reverse, 5′-CGTTCTAAGCTCTTTCAGTCC-3′; LOC102724169-pro (BP2), forward, 5′-GAGGTGGCGTGTGGAAGGC-3′ and reverse, 5′-GGTCTGGGTAGCAGATGATGC-3′; LOC102724169-pro (BP3), forward, 5′-TTCTTGAATGACACTGTGATA-3′ and reverse, 5′-AAGGACATTAGTTTTTGGTAC-3′.

### Caspase-3 activity assay

A caspase-3 activity kit (Solarbio, Beijing, P.R.China) was used for the determination of caspase-3 activity in cell lysates following the manufacturer’s protocol.

### IHC

The specimens were paraffin-embedded, after which the tissue sections (3 μm) were dewaxed, rehydrated, and blocked with 3% BSA and subjected to antigen retrieval. After being washed, the sections were incubated against CEBPB antibodies (Cell Signaling Technology, St. Louis, MO, USA) at 4°C overnight. Mouse IgG was then used as the negative control. After being washed again, the bound antibodies were detected using horseradish peroxidase (HRP)-conjugated goat anti-rabbit IgG and goat anti-mouse IgG and visualized by diaminobenzidine (DAB). The results were graded according to both the intensity and the percentage of positive cells under a microscope by two pathologists in a blinded manner.

### ISH

ISH was performed to detect the location of LOC102724169. The probe LOC102724169 was designed by Boster (Wuhan, P.R. China). RNA ISH was performed with an ISH detection kit (Boster) according to the manufacturer’s instructions.

### Animal model

The female nude mice and C57BL/6 mice, 5–7 weeks old, were purchased from Hunan SJA Laboratory Animal Co. (SJA, P.R. China). Mice were subjected to a restraint-stress procedure based on the previous study.^3^ The physical restraint systems were transparent perforated 50-mL centrifuge tubes. Sterilization of the experimental equipment was conducted daily.

For a single OCCS mouse model, nude mice were housed and randomly divided into two groups: control and daily stress. We injected 5 × 10^6^ SKOV3 cells/200 μL/mouse into the peritoneal cavity of nude mice after a week of chronic stress. All mice were euthanized after restraint stress for 35 days. The tumor was removed for high-throughput sequencing and the blood was also collected and centrifuged for further study.

For the LOC102724169-treated OCCS mouse model, after tumorigenesis of the single CSOC model constructed in the SKOV3 cell line, we injected overexpression of LOC102724169 or empty vector viruses into the peritoneal cavity (5 × 10^8^ plaque-forming unit [PFU] viruses per nude mice). Alternatively, 1 × 10^7^ NC-ID8 or LOC-ID8 cells/200 μL/mouse were injected into the peritoneal cavity of C57BL/6 mice. In the cisplatin treatment groups, 4 mg/kg cisplatin was injected through the tail vein every week. The experimental protocol was approved by the Experimental Animal Ethics Review Committee of Hunan Cancer Hospital.

### Bioinformatics analysis

We have uploaded our RNA sequencing (RNA-seq) results into GEO: GSE143237. We also downloaded gene expression profiles of the cisplatin resistance dataset from GEO: GSE33482 and GSE58470.^29^ All and subsequent analyses were conducted on the above datasets after regression calculation of the datasets by the affyPLM package in R language. The relative logarithmic expression, normalized unscaled standard errors, and RNA degradation were detected. The robust multi-array average (RMA) algorithm was used for background correcting, normalizing, and calculating the expression of the datasets. The probe ID was converted to gene symbol, and k-nearest neighbor complemented the missing value. The limma package calculated the differentially expressed gene (logFC >1 or logFC less than −1, adjusted p value [adj.p.val.] <0.05).^50^ Based on gene expression, correlations between genes were calculated using the cor.test() function involved in the psychology package.

### Statistical analysis

All quantitative data are expressed as mean ± SEM of three independent experiments unless otherwise indicated. Data from the two groups were compared using the Student’s t test. The correlation was analyzed using Spearman rank regression and Pearson correlation. Cumulative survival was calculated by Kaplan-Meier analysis, and the significance of the difference in survival was analyzed by the Gehan-Breslow-Wilcoxon test. Results were considered statistically significant if p <0.05. All data were statistically analyzed with GraphPad Prism8 (GraphPad, La Jolla, CA, USA).

### Ethics approval and consent to participate

This study was approved by the Institutional Ethics Committee of Hunan Cancer Hospital/The Affiliated Tumor Hospital of Xiangya School of Medicine, Central South University (no. KYJJ-2018-035). Informed consent was obtained from all patients prior to analysis. All animal experimental methods involved in this study are in line with the Declaration of Helsinki and approved by the Institutional Animal Care and Use Committee of the Affiliated Tumor Hospital of Xiangya School of Medicine, Central South University.

### Availability of data and material

Data of high-throughput sequencing are deposited publically in GEO: GSE143237. The additional datasets used were previously published under GEO: GSE33482 and GSE58470.^29^

# Supplementary material for: lncRNA LOC102724169 plus cisplatin exhibit the synergistic anti-tumor effect in ovarian cancer with chronic stress
**Source:** Mol Ther Nucleic Acids. 2021 Mar 5;24:294–309. doi: 10.1016/j.omtn.2021.03.001
**Supplement:** Document S1. Figure S1, Table S1, and Supplemental materials and methods

**Supplemental information**

**lncRNA LOC102724169 plus cisplatin  
exhibit the synergistic anti-tumor effect  
in ovarian cancer with chronic stress**

**Xiaofang Zhou, Mu Liu, Guanming Deng, Le Chen, Lijuan Sun, Yun Zhang, Chenhui Luo, and Jie Tang**

A(a)

Your input sequence is:

```
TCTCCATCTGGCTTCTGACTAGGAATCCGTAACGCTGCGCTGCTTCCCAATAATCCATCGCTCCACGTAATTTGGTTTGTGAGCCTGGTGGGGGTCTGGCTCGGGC TGTGCAGC
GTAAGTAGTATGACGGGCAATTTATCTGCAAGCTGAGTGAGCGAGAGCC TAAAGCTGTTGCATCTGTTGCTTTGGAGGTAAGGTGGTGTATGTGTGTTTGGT GGGGGGTGGTCTTTT
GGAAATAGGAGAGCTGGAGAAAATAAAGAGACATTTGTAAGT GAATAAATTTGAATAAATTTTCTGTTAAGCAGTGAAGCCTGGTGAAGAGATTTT TTTTCTTAATAAAGCCCTTGTG
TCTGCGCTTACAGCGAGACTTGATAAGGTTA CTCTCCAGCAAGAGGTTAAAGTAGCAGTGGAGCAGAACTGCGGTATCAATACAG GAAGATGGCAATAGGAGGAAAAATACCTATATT
ATACAAATAGCCGTGCTGTTTCTT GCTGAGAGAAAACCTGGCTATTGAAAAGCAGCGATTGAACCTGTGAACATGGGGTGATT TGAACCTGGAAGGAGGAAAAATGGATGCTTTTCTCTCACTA
AATCTCAGACGATT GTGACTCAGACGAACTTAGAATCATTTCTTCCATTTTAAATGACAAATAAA GTTATATACATT
```

IncLocator Prediction Result

| Subcellular locations | score           |
|-----------------------|-----------------|
| Cytoplasm             | 0.219476230656  |
| Nucleus               | 0.615711332112  |
| Ribosome              | 0.0446280500759 |
| Cytosol               | 0.085309739423  |
| Exosome               | 0.0348746477334 |

Predicted location

**Nucleus**

(b)

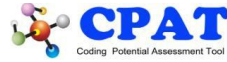
[Calculator](#) [User Guide](#) [Feedback](#) [Source Code](#)

Result for species name : hg19 with job ID : 1586163998

| Data ID | Sequence Name | RNA Size | ORF Size | Ficket Score | Hexamer Score    | Coding Probability | Coding Label |
|---------|---------------|----------|----------|--------------|------------------|--------------------|--------------|
| 0       | LOC102724169  | 732      | 102      | 0.3692       | 0.00149998218072 | 0.0028187548037037 | no           |

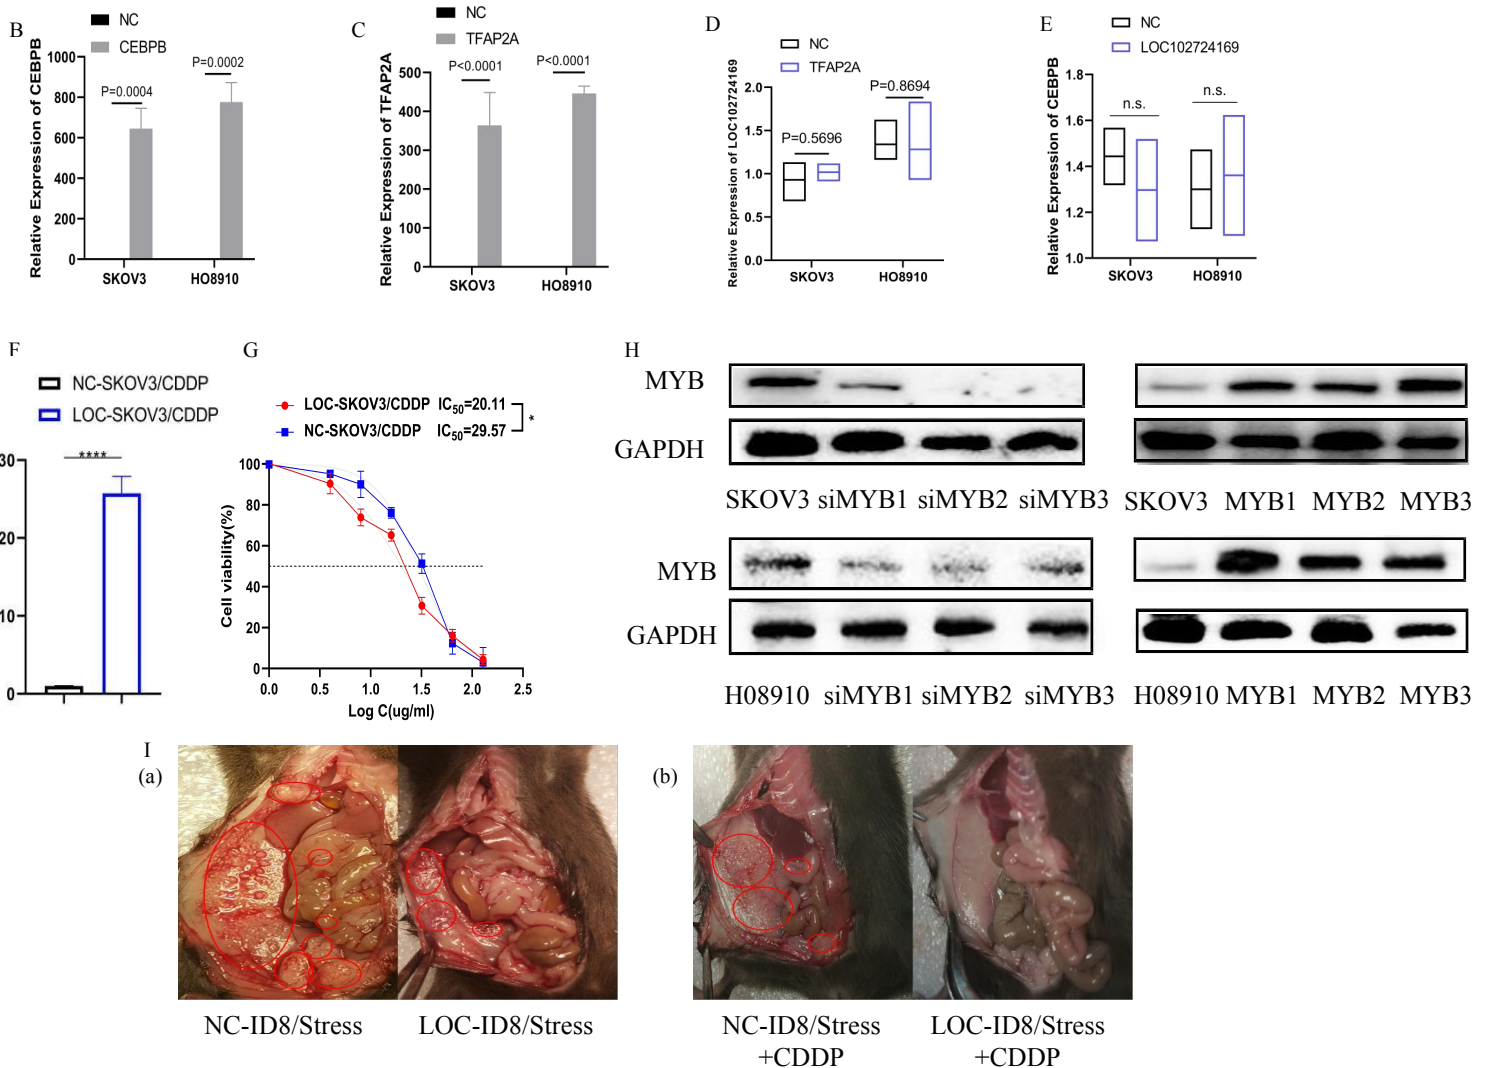

Supplementary Figure 1: A(a): IncLocator (<http://www.csbio.sjtu.edu.cn/cgi-bin/IncLocator.py>) suggested that LOC102724169 was mostly located in the cell nucleus. (b): A very low coding potential of LOC102724169 was predicted by CPC (coding potential calculator, <http://cpc.cbi.pku.edu.cn/>). B: Relative CEBPB expression in SKOV3 and HO8910 cells transfected with CEBPB expression vector or negative control, measured using RT-qPCR and normalized to GAPDH. C: Relative TFAP2A expression in SKOV3 and HO8910 cells transfected with CEBPB expression vector or negative control, measured using RT-qPCR and normalized to GAPDH. D: Relative expression of LOC102724169 in both SKOV3 and HO8910 cells transfected with CEBPB or control plasmid. E: Relative expression of CEBPB in both SKOV3 and HO8910 cells transfected with LOC102724169 or control plasmid. F: Relative expression of LOC102724169 in SKOV3/CDDP cells transfected with LOC102724169 or control plasmid. G: IC<sub>50</sub> of SKOV3/CDDP cells transfected with LOC102724169 transcript was determined by CCK8 assays using a wide range of cisplatin concentrations. H: Relative MYB expression after SKOV3 and HO8910 cells were transfected with siRNAs targeting MYB (left panel) or MYB plasmids (right panel). I(a): NC/LOC-ID8 cells were injected intraperitoneally in stressed C57BL/6 mice respectively. Red circles marked macroscopic tumor tissue and metastases lesions. (b): LOC-ID8/stressed group and NC-ID8/stressed group treated with CDDP. Red circles marked macroscopic tumor tissue and metastases lesions. \*P<0.05, \*\*P<0.01. Statistical differences calculated using two-tailed student's t-test. Data are represented as mean ± SEM. CDDP: (Cisplatin).

Supplemental Table 1: PCR primer sequences

| Gene official name | Forward primer          | Reverse primer          |
|--------------------|-------------------------|-------------------------|
| GAPDH              | AACGGATTTGGTCGTATTGG    | TTGATTTTGGAGGGATCTCG    |
| LOC102724169       | TAAGGCAGTGAGCCCTGGTA    | TCAAGTCTCGCTGGTAAGGC    |
| HOTAIRM1           | GGACGAATCGCATCCAGGAG    | GCCCCTTCCTCCGCTAAATC    |
| AKAP12             | GAGATGGCTACTAAGTCAGCGG  | CAGTGGGTGTGTAGCTCTTC    |
| ARMC9              | GAAGCTGAACGTAGGTCAGTG   | CAGACGCTCTGGAGGTACTCA   |
| LRRN4              | CACACCCACCTTGCTTCAAC    | CATGCAGCTATCGTGCAGAGA   |
| KCNJ3              | GAGTCACCTTGAGGGTACTTAGA | CATAACCATCTCTCGGTAGCAAC |
| FAM228B            | GGCTGAAACTGCCTACAAGAT   | TAGCACAGCGGTTCTCTTTCT   |
| IGSF10             | TTGGAGTTTGCCTGATGGAAC   | CGCTACCCCAACTTTGTTGAAG  |
| TGFBR3             | GTGTTCCCTCCAAAGTGCAAC   | AGCTCGATGATGTGTACTTCCT  |
| CCDC170            | GCTCAGTGCTGTAGAAGCAAA   | TTGTGAGGTTGTGACTGCATC   |

mRNAs and lncRNAs reverse transcription and real-time quantitative PCR kits were purchased from Guangzhou RiboBio Biotechnology Co., Ltd.

Supplemental text 1: Information of LOC102724169

KeggID: hsa:102724169

Description: uncharacterized LOC102724169

>LOC102724169

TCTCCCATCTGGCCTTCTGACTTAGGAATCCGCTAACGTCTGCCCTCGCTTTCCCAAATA  
ATCCATCGCTCCCACGTA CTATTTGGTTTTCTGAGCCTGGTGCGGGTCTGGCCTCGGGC  
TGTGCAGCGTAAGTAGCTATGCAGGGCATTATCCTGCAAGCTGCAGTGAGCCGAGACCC  
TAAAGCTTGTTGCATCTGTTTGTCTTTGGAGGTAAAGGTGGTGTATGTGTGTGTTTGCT  
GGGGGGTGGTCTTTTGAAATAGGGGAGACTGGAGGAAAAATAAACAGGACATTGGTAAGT  
GAAATAATATTGAATTA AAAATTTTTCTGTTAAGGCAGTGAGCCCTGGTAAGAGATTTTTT  
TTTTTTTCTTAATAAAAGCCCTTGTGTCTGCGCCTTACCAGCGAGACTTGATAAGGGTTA  
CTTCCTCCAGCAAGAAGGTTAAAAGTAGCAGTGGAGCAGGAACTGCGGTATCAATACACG  
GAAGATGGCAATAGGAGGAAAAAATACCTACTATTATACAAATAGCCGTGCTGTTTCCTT  
GCTGAGAGAAAAA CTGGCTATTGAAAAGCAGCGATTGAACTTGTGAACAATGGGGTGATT  
TGA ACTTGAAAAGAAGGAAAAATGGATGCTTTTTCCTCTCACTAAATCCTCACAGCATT  
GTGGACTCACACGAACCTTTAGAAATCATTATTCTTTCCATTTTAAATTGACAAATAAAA  
GTTATATACATT

# Supplementary material for: lncRNA LOC102724169 plus cisplatin exhibit the synergistic anti-tumor effect in ovarian cancer with chronic stress
**Source:** Mol Ther Nucleic Acids. 2021 Mar 5;24:294–309. doi: 10.1016/j.omtn.2021.03.001
**Supplement:** Document S2. Article plus supplemental information

# lncRNA LOC102724169 plus cisplatin exhibit the synergistic anti-tumor effect in ovarian cancer with chronic stress

Xiaofang Zhou,<sup>1</sup> Mu Liu,<sup>1</sup> Guanming Deng,<sup>2</sup> Le Chen,<sup>3</sup> Lijuan Sun,<sup>4</sup> Yun Zhang,<sup>5</sup> Chenhui Luo,<sup>6</sup> and Jie Tang<sup>1,7</sup>

<sup>1</sup>Department of Gynecologic Oncology, Hunan Cancer Hospital, The Affiliated Cancer Hospital of Xiangya School of Medicine, Central South University, Changsha 410013, P.R. China; <sup>2</sup>Department of Gynecology and Obstetrics, Zhuhai Center for Maternal and Child Health Care, Zhuhai 519001, P.R. China; <sup>3</sup>Department of Gynecology and Obstetrics, Union Hospital, Tongji Medical College, Huazhong University of Science and Technology, Wuhan 430022, P.R. China; <sup>4</sup>Department of Gynecology and Obstetrics, Shaoyang Central Hospital, Shaoyang 422000, P.R. China; <sup>5</sup>Department of Pathology, Hunan Cancer Hospital, The Affiliated Cancer Hospital of Xiangya School of Medicine, Central South University, Changsha 410013, P.R. China; <sup>6</sup>Department of the Animal Lab, Hunan Cancer Hospital, The Affiliated Cancer Hospital of Xiangya School of Medicine, Central South University, Changsha 410013, P.R. China; <sup>7</sup>Hunan Gynecologic Cancer Research Center, Hunan Cancer Hospital, The Affiliated Cancer Hospital of Xiangya School of Medicine, Central South University, Changsha 410013, P.R. China

**Chronic stress has been proven to accelerate the development and progression of ovarian cancer, but the underlying molecular mechanisms have not been fully elucidated. In a combination survey of ovarian cancer with chronic stress (OCCS) mouse models and high-throughput sequencing, a key lncRNA named LOC102724169 on chromosome 6q27 has been identified, which functions as a dominant tumor suppressor in OCCS. Transcriptionally regulated by CCAAT enhancer binding protein (CEBP) beta (CEBPB), LOC102724169 shows low expression and correlates with poor progression-free survival (PFS) in OCCS patients. LOC102724169 is an instructive molecular inhibitor of malignancy of ovarian cancer cells, which is necessary to improve the curative effect of cisplatin therapy on ovarian cancer. This function stems from the inactivation of molecules in phosphatidylinositol 3-kinase (PI3K)/AKT signaling, repressing MYB expression and retaining the responsiveness of cancer cells to cisplatin. These findings provide a mechanistic understanding of the synergistic anti-tumor purpose of LOC102724169 as a bona fide tumor suppressor, enhancing the therapeutic effect of cisplatin. The new regulatory model of “lncRNA-MYB” provides new perspectives for LOC102724169 as a chronic stress-related molecule and also provides mechanistic insight into exploring the cancer-promoting mechanism of MYB in OCCS, which may be a promising therapeutic strategy for ovarian cancer.**

## INTRODUCTION

Epithelial ovarian cancer (EOC) is one of the most lethal gynecological cancers globally. The reason for the high mortality of ovarian cancer is mainly due to its high rate of resistance to cisplatin and the advanced stage of disease at diagnosis.<sup>1,2</sup> Animal studies and other research have indicated that chronic stress leads to greater tumor burden and enhances the invasive growth ability of EOC cells, thereby resulting in a worse prognosis.<sup>3–5</sup> Chronic stress has long been speculated to change the gene expression of diseases<sup>6</sup> and even influence

the progression of cancer.<sup>7</sup> Laboratory animal models of chronic stress have provided significant insights into changes in the neuroendocrine system that can modulate the functional activities and malignant features of tumor cells.<sup>8</sup> In mice models of ovarian carcinoma, the stress-induced release of catecholamines can activate the neuroendocrine system, leading to increased expression of VEGF, interleukin (IL)-6, and matrix metalloproteinase, which promote angiogenesis processes and more aggressive growth of EOC cells.<sup>3,9</sup> Based on above the evidence, beta blockers are offered as clinical therapy in ovarian cancer patients and prolong their overall survival<sup>10,11</sup> as well as disease-specific survival.<sup>11</sup> Better prognosis has also been observed in breast cancer and malignant melanoma using them.<sup>12,13</sup> However, other studies show that taking beta blockers does not significantly prolong survival in ovarian cancer patients.<sup>14–16</sup> This suggests that some other major underlying mechanisms are still unclear in ovarian cancer with chronic stress (OCCS).

Long non-coding RNAs (lncRNAs) function in various biological processes<sup>17</sup> and are also crucial players in tumor development through several not fully characterized mechanisms.<sup>18</sup> Recent studies have reported that lncRNAs can act as oncogenes or tumor suppressors, and their aberrant expressions are closely linked with cell migration, angiogenesis, and drug resistance in ovarian cancer.<sup>18,19</sup> H19 is a metastatic lncRNA that is correlated with the recurrence of high-grade serous ovarian cancer and is implicated in acquired cisplatin resistance.<sup>20</sup> MALAT1 is also available to promote cell proliferation and metastasis via the phosphatidylinositol 3-kinase (PI3)/AKT pathway in EOC.<sup>21</sup> However, as a tumor

Received 6 November 2020; accepted 2 March 2021;  
<https://doi.org/10.1016/j.omtn.2021.03.001>.

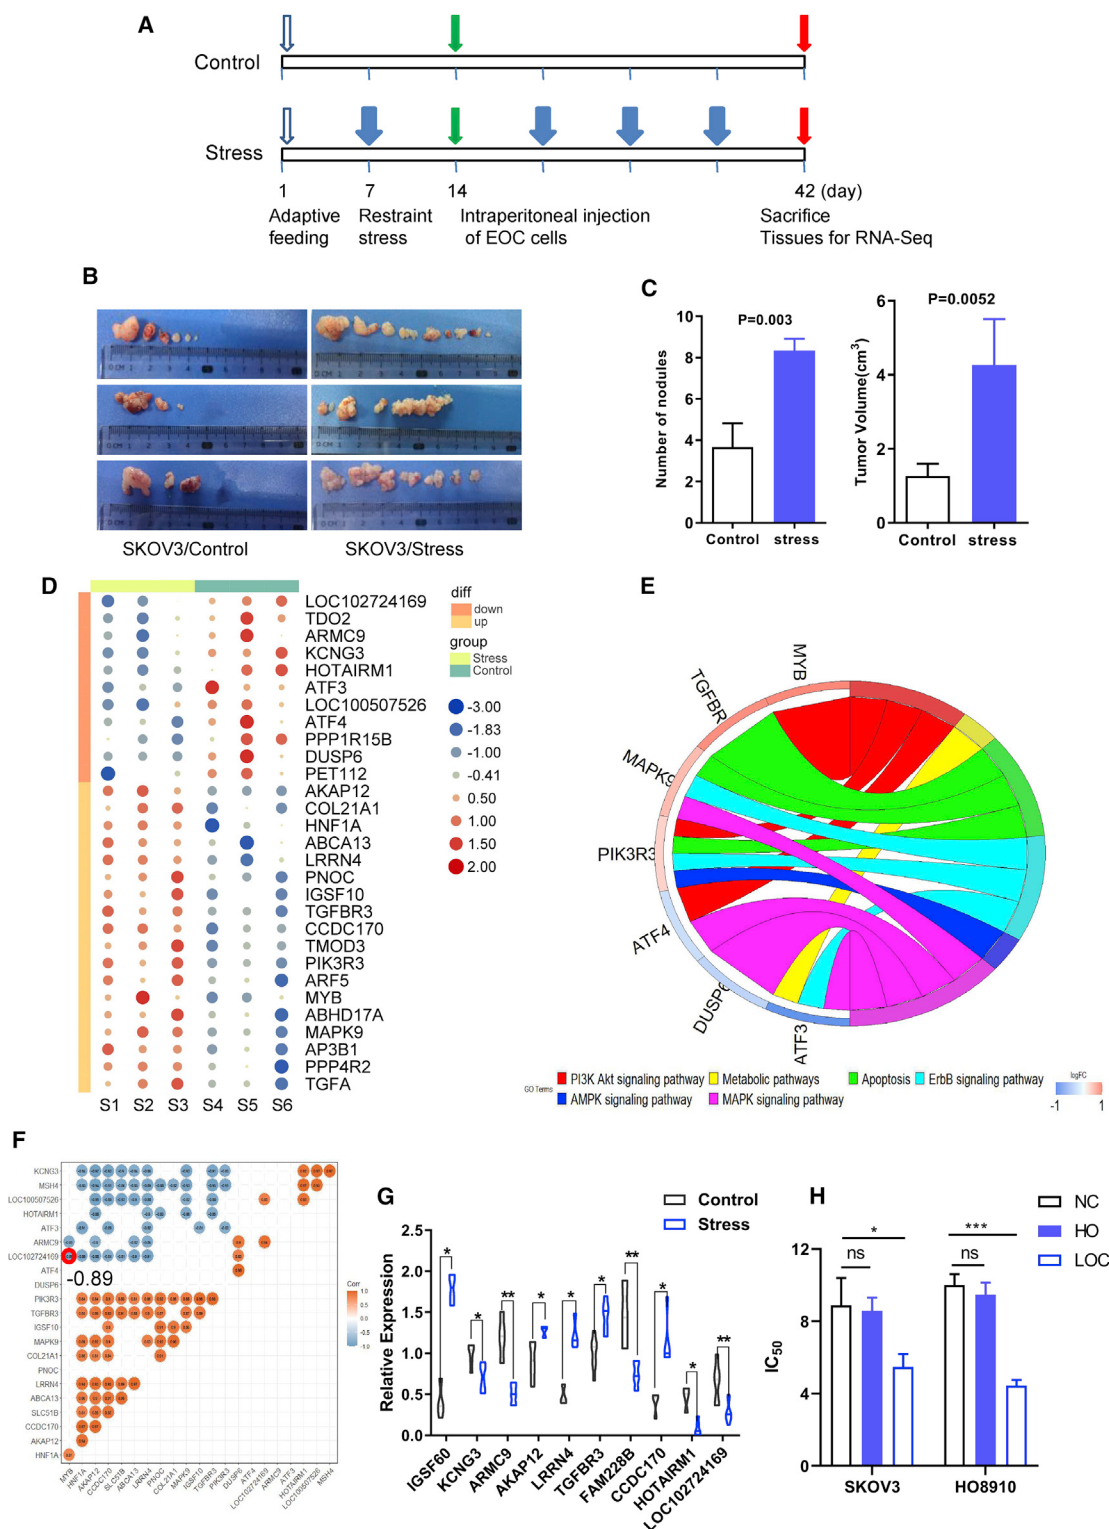

suppressor, lncRNA GAS5 is shown to have low expression in EOC tissues and inhibit tumor metastasis through the GAS5-E2F4-PARP1-mitogen-activated protein kinase (MAPK) axis.<sup>22</sup> HOXA11-AS is also lowly expressed in EOC tumor tissues and exerts a tumor suppressor function, which can be improved by the T allele.<sup>23</sup> Clearly, lncRNAs have a prominent role in ovarian cancer, which leads us to postulate whether lncRNAs can regulate the progression of OCCS.

In this study, we established a mouse model of chronic stress that faithfully replicates the development and progression of ovarian cancer suffering chronic stress and isolated deregulated lncRNAs involved in OCCS. A new and dominant lncRNA tumor suppressor named LOC102724169 was identified. We explored whether and how LOC102724169 might negatively regulate the aggressiveness of OCCS, and how such mechanisms might enhance the synergistic anti-tumor effect to improve cisplatin response in the context of OCCS. To our knowledge, this is the first time that any study has illustrated the roles of lncRNAs in OCCS, thereby increasing knowledge of lncRNA-related regulatory mechanisms of OCCS and providing a new approach for the clinical treatment of ovarian cancer.

## RESULTS

### Chronic stress-related lncRNAs identified through integrated analysis in ovarian cancer

We stressed female nude mice with periodic immobilization<sup>3</sup> for a week before SKOV3 cells were injected intraperitoneally in all nude mice. The stress effects on tumor growth and metastasis were examined first (Figures 1A and 1B). In mice receiving 2 h of immobilization daily, the number of tumor nodules doubled compared to those in the control group (Figure 1C), while the mean tumor volume increased more than 2-fold (Figure 1C). As expected, restraint stress has significantly accelerated the progression of ovarian cancer. Given that lncRNAs play vital roles during the process of ovarian cancer, we performed transcriptome profiling on tumor tissues from stressed mice and a matched control group using high-throughput sequencing to more comprehensively survey whether lncRNAs are involved in OCCS. We observed a total of 181 mRNAs and lncRNAs to be differentially expressed, some of which are shown in Figure 1D. These differentially expressed genes were enriched in Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways such as apoptosis, ABC transporters, the phosphatidylinositol 3-kinase (PI3K)/AKT pathway, and the MAPK pathway, which are linked to either multi-drug resistance or oncogenesis (Figure 1E). Of note, several differentially expressed genes related to drug resistance were identified, including ABC transporters (*ABCA13*), P-type ATPase (*ATP11B*), and protein

phosphatase family genes. Additionally, a clustering algorithm was used to calculate the correlation between genes (Figure 1F). We randomly validated several genes such as *IGSF10*, *TGFBR3*, and others (Table S1) from 181 mRNAs and lncRNAs mentioned above in the other mouse tumor tissues (Figure 1G), and we found that the result was consistent with what we observed in the high-throughput sequencing (Figure 1D). These findings indicated that the mouse model was built on meaningful data in the context of OCCS. Since KEGG pathway analysis is mainly concentrated on cell apoptosis and drug resistance, we tried to explore a key lncRNA with clinical therapeutic significance by first detecting cell viability. Half-maximal inhibitory concentration (IC<sub>50</sub>) was determined by a Cell Counting Kit-8 (CCK-8) using a wide range of cisplatin concentrations. We tested all five different lncRNAs and found that only LOC102724169 reduced the value of IC<sub>50</sub> in ovarian cancer cells (Figure 1H), indicating that the inferred lncRNA might have a vital role in OCCS.

### Identification of lncRNA LOC102724169 transcriptionally regulated by CEBPB

We chose lncRNA LOC102724169, an uncharacterized new lncRNA, for further study. LOC102724169 is a 10-kb gene located between PRR18 (NCBI: NC\_000006.12 [166,305,300–166,308,392]) and LOC100289495 (NCBI: NC\_000006.12 [166,342,631–124166,351,469]) on human chromosome 6q27 (Figure 2A). It is composed of two exons with a transcript length of 732 nt (Supplemental materials and methods). Furthermore, lncLocator (<http://www.csbio.sjtu.edu.cn/bioinf/lncLocator/>) suggested that LOC102724169 was mostly located in the cell nucleus (Figure S1A), and RNA *in situ* hybridization (ISH) was then conducted to validate the location of LOC102724169 in SKOV3 cells (Figure 2B). As a non-coding RNA, LOC102724169 has no open reading frames (ORFs) larger than 200 bp.<sup>24</sup> A very low coding potential of LOC102724169 was predicted, and the CPC (coding potential calculator, <http://cpc2.gao-lab.org>)<sup>25</sup> computational algorithm predicted that LOC102724169 has a very low coding potential (Figure S1A), similar to GAS5, a well-known lncRNA. However, there is no information about the function of LOC102724169.

We sought to identify the molecular mechanism that resulted in the low expression of LOC102724169 in tumor tissues of OCCS. JASPAR (<http://jaspar.genereg.net/>) was used to predict potential transcription factors that could bind to the promoter regions of LOC102724169. Although there are many transcription factor binding sites in LOC102724169 promoters, we selected the highest score and the highest relative score genes, TFAP2A and CCAAT enhancer binding protein (CEBP) beta (CEBPB), for further verification

Gross specimens of tumor tissue in stressed mice and control group. (C) Quantification of tumor nodules and tumor volume in stressed mice and the matched control group. (D) Heatmap shows part of differentially expressed mRNAs and lncRNAs in high-throughput sequencing of stressed mice and the matched control group. (E) Part of the KEGG pathway and their enriched genes of high-throughput sequencing in stressed mice and control group. (F) Correlation analysis of differentially expressed genes in sequencing results. (G) Several mRNAs and lncRNAs from high-throughput sequencing were validated in mice tumor tissue between the stress and control groups. (H) Cell viability of LOC102724169 (LOC) and HOTAIRM1 (HO) compared to the negative control (NC) detected by CCK-8. LOC102724169 reduced the value of IC<sub>50</sub> in both SKOV3 and HO8910 cells. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001. Statistical differences were calculated using a two-tailed Student's t test. Data are represented as mean ± SEM.

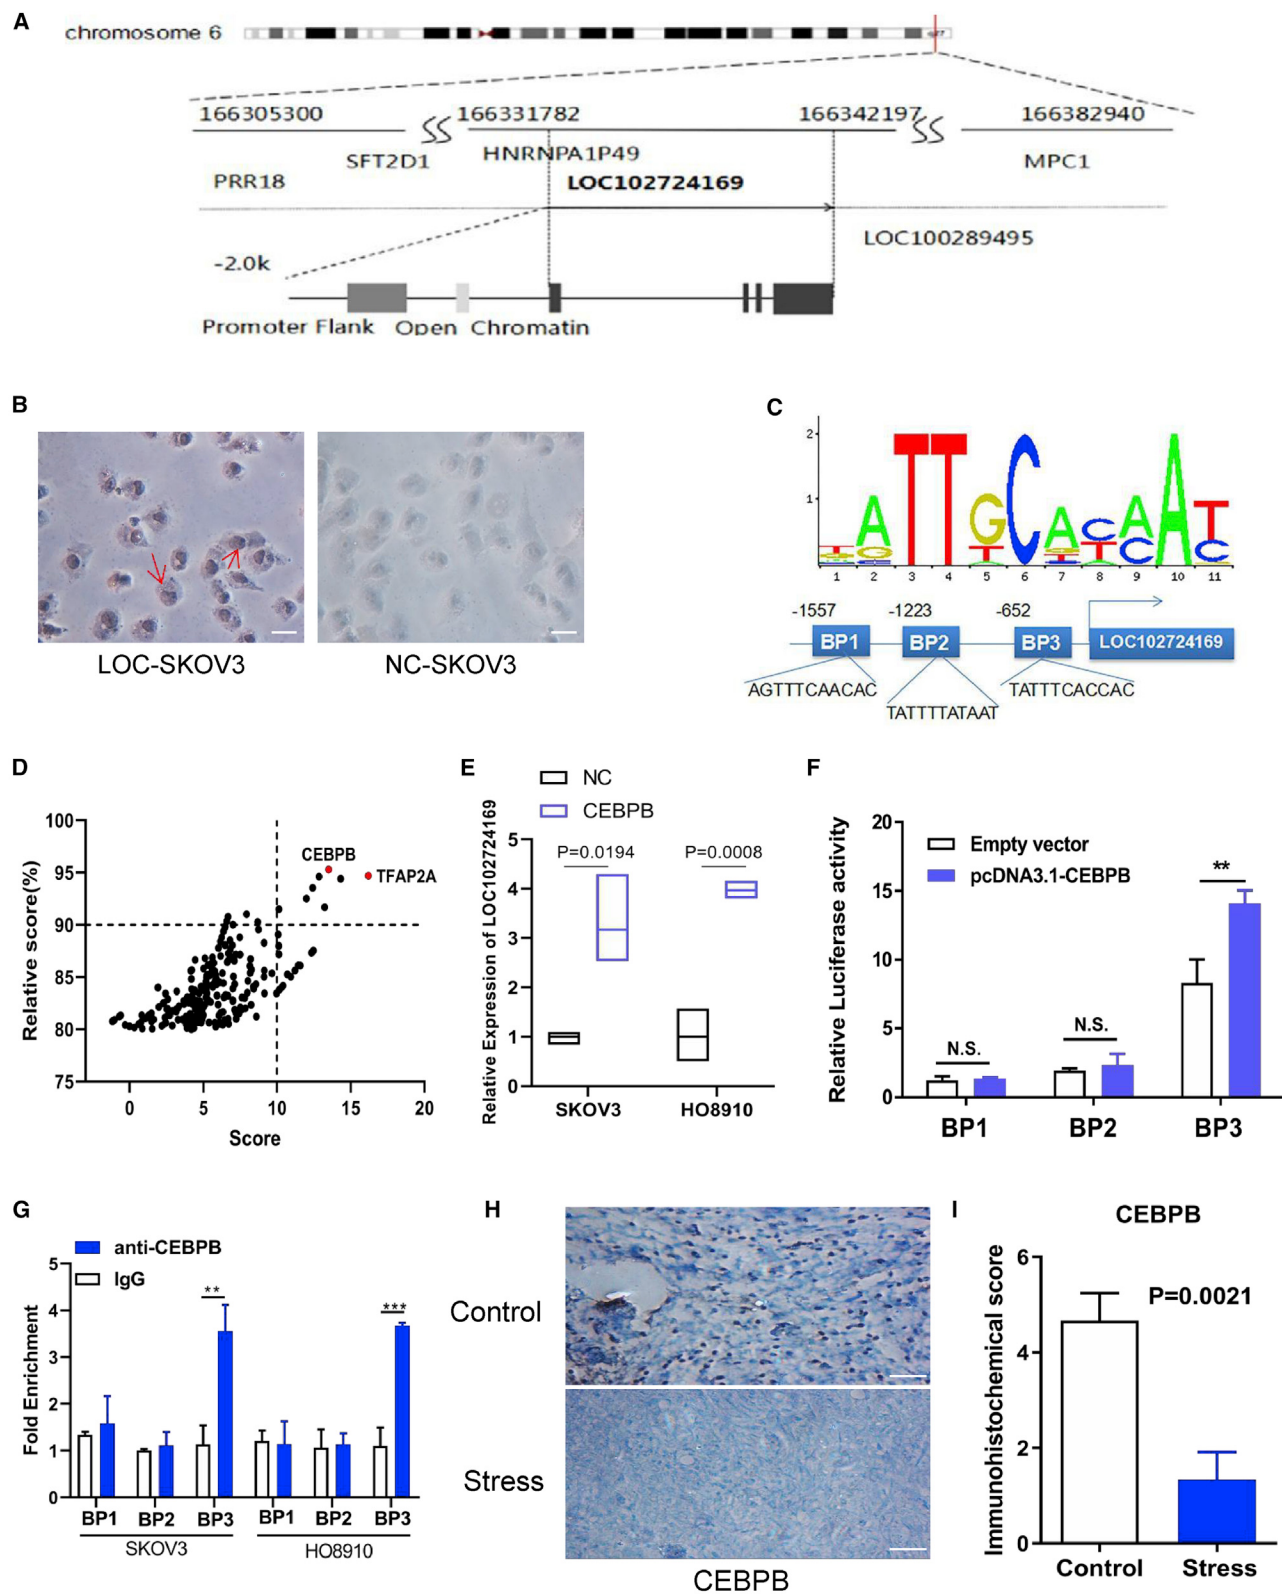

(legend on next page)

(Figure 2D). In the preliminary validation of qRT-PCR, only CEBPB's binding capacity improved the LOC102724169 expression (Figures 2E and S1B–S1D). There were several CEBPB binding sites in the promoter of LOC102724169 predicted by JASPAR. We focused on three CEBPB binding sites (BP1 [–1567 to –1557], 5'-AGTTTCAACAC-3'; BP2 [–1233 to –1223], 5'-TATTTTATAAT-3'; BP3 [–662 to –652], 5'-TATTTTACCAC-3') with the highest scores (Figure 2C). LOC102724169 expression increased in EOC cells after being transfected with CEBPB plasmid as compared with the control cells (Figure 2E), while overexpressed LOC102724169 did not significantly increase CEBPB expression (Figure S1E); this implied that CEBPB regulated LOC102724169 in a unidirectional way. Next, to validate the exact binding region of CEBPB, we constructed three luciferase report plasmids that contained three regions respectively. These plasmids were transfected into SKOV3 cells separately, and the results indicated that there was a marked CEBPB binding activity in the BP3 site (5'-TATTTTACCAC-3') of LOC102724169 (Figure 2F). The specific association between LOC102724169 and CEBPB was further validated by chromatin immunoprecipitation (ChIP) and qRT-PCR in EOC cells (Figure 2G). To investigate whether CEBPB was also aberrantly expressed in OCCS, CEBPB expression was measured in tumor tissues of two groups by immunohistochemistry (IHC) analysis (Figure 2H). The results indicated that CEBPB expression was significantly lower in stressed mice tumor tissues compared with non-stressed mice tumor tissues (Figure 2I). These experiments demonstrated that LOC102724169 expression was positively regulated by CEBPB in OCCS.

### Chronic stress promoted tumor progression in EOC patients

We examined CEBPB and LOC102724169 expression among human EOC tumor tissues and benign ovarian tumor (BOT) tissues and found that both had lower expression in EOC patients (Figures 3A and 3B). Consistent with our observations, LOC102724169 was positively correlated with CEBPB (Figure 3C). To note the difference in OCCS patients, assessment of depressive symptoms caused by chronic stress was conducted 1–7 days before tumor resection among 71 EOC patients. Using established threshold values of a nine-item depression scale from the Patient Health Questionnaire (PHQ-9)  $\geq 5$ ,<sup>26,27</sup> we identified that 28 participants (39%) had high-risk factors related to chronic stress. Because chronic stress can worsen ovarian cancer,<sup>5,28</sup> we reasoned that chronic stress would be associated with clinical and pathological features of EOC patients. As shown in Table 1, high-risk patients have more invasive EOC characteristics, such as International Federation of Gynecology and Obstetrics (FIGO) stage,

more residual disease, and cisplatin resistance ( $p < 0.05$ ). Correlation analysis revealed that chronic stress was positively associated with cisplatin resistance (Figure 3E). To further investigate the clinical significance of chronic-stress-related LOC102724169, we assessed LOC102724169 expression in tumor tissues from EOC patients between those two groups and found significantly lower expression of LOC102724169 in the high-risk group (Figure 3D). We also explored the relationships of stress status, clinical-pathological parameters, and postoperative residual disease with LOC102724169 expression in EOC patients. Lower expression of LOC102724169 was seen in the high-risk stress group and was associated with more residual disease ( $p < 0.05$ ) in Table 2. Additionally, we observed that a low LOC102724169 level correlated significantly with poorer progression-free survival (PFS) of EOC patients through Kaplan-Meier analysis (Figure 3F). Univariate Cox regression analysis showed that poor prognosis was observed in EOC patients with high-grade tumor, FIGO stage III/IV, lymph node metastasis, residual disease, chronic stress, cisplatin resistance, and low LOC102724169 expression. Additionally, a multivariate Cox regression analysis suggested that these factors, especially FIGO stage III/IV, chronic stress, cisplatin resistance, and low LOC102724169 expression, were independent risk predictors of prognosis for EOC patients (Table 3). Collectively, these data showed that LOC102724169 might exert a critical influence in OCCS patients.

### LOC102724169 was necessary for reducing cell viability and inducing apoptosis of EOC cells

To determine whether LOC102724169 can play a pivotal functional role in OCCS, we first detected the ontology expression of LOC102724169 between ovarian cancer cell lines and normal ovarian epithelial cells. LOC102724169 expression was much lower in SKOV3 and HO8910 (Figure 4A). We then constructed an ectopic expression vector containing the full-length LOC102724169 transcript in EOC cells (Figure 4B) and examined the effect of LOC102724169 on cellular biological functions.

Based on our sequencing results, the OCCS mice model displayed a significantly dysregulated PI3K/AKT pathway, apoptosis, and ABC transporter signaling (Figure 1E), which were linked to drug resistance. We theorized that LOC102724169 might affect the sensitivity of ovarian cancer cells to cisplatin in OCCS. Cell viability was detected, and we observed that LOC102724169 improved the response rates of ovarian cancer cells to cisplatin, exhibiting a prominent decrease of IC<sub>50</sub> compared with control cells (Figures 4C, 4D, S1F,

### Figure 2. Identification of lncRNA LOC102724169 transcriptionally regulated by CEBPB

(A) Gene map of LOC102724169, a lncRNA on human chromosome 6q27. (B) RNA ISH assay suggested that LOC102724169 was mostly located in the nucleus of SKOV3 cells. Original magnification,  $\times 200$ ; scale bars, 5  $\mu\text{m}$ . (C) JASPAR (<http://jaspar.genereg.net/>) was used to predict sites of putative CEBPB binding motif in the LOC102724169 promoter region. (D) Relative score and score of transcription factors predicted by JASPAR. (E) Relative expression of LOC102724169 in both SKOV3 and HO8910 cells transfected with CEBPB or control plasmid. (F) Dual-luciferase reporter assays examining the relative luciferase activities, which show a marked CEBPB binding activity in the BP3 site of LOC102724169. (G) ChIP assays of the enrichment of CEBPB on the LOC102724169 promoter relative to control IgG in both SKOV3 and HO8910 cells. (H) CEBPB expression levels measured in tumor tissues of stressed mice and non-stressed mice by immunohistochemistry analysis. Original magnification,  $\times 200$ ; scale bars, 5  $\mu\text{m}$ . (I) Immunohistochemical score of CEBPB in stressed mice and matched control group.  $^{**}p < 0.01$ . Statistical differences were calculated using a two-tailed Student's *t* test. Data are represented as mean  $\pm$  SEM. ISH, *in situ* hybridization; BP3, binding position 3.

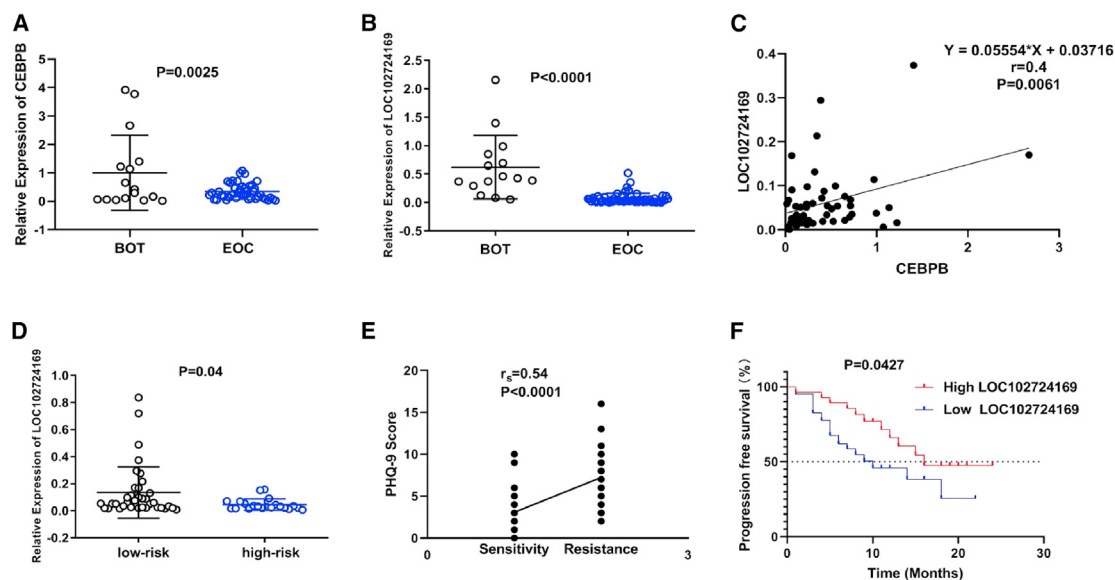

**Figure 3. Chronic stress promoted tumor progression in EOC patients**

(A) Clinical sample validation of CEBPB expression in BOT and EOC. (B) Clinical sample validation of LOC102724169 expression in BOT and EOC. (C) Correlation analysis of CEBPB and LOC102724169 expression levels by a Pearson correlation coefficient ( $r = 0.4$ ,  $p = 0.0061$ ). (D) Validation of LOC102724169 expression between high-risk stress group and low-risk stress group. LOC102724169 showed low expression in the high-risk group. (E) Spearman rank regression was used to analyze the correlation between chronic stress and cisplatin resistance. (F) Kaplan-Meier analysis and a log-rank test were used to show progression-free survival curves of EOC patients with different expressions of LOC102724169. Data are represented as mean  $\pm$  SEM. BOT, benign ovarian tumor; EOC, epithelial ovarian cancer.

and S1G), which was consistent with clinical results (Figure 3D). Meanwhile, we found that overexpressed LOC102724169 alone or plus cisplatin affected the level of apoptosis markers (caspase-3) compared to control groups using caspase-3 activity assay (Figures 4E and 4F) and western blot (Figure 5G). Taken in aggregate, the dominant effect of LOC102724169 during the OCCS process was to induce apoptosis and then reduce cancer cell viability, thus exerting an extra anti-tumor effect in conjunction with cisplatin.

#### LOC102724169 regulated the expression of MYB and affected the PI3K/AKT pathway in OCCS

To verify the key molecules that mediate the function of LOC102724169 in OCCS, we used a strategy looking for the overlap of three independent datasets, which included two expression profiles of cisplatin resistance in ovarian cancer (Gene Expression Omnibus [GEO]: GSE33482 and GSE58470),<sup>29</sup> along with our high-throughput sequencing. MYB was not only the remarkably upregulated gene in the two GEO datasets but also the one overexpressed in the stressed group of high-throughput sequencing. Moreover, correlation analysis of our high-throughput sequencing showed that MYB was negatively correlated with LOC102724169 (Figure 1F,  $r = -0.89$ ,  $p < 0.05$ ). We thus hypothesized that MYB might be the target of LOC102724169 (Figure 5A). To confirm the relationship between LOC102724169 and MYB in OCCS, we first demonstrated that overexpression of LOC102724169 markedly downregulated the expression of MYB in EOC cells (Figures 5B and 5G), while overexpressed MYB had no significant effect on LOC102724169 expression (Figure 5C). MYB was consistently overexpressed in EOC patients with high-stress risk

(Figure 5E), while it was negatively correlated with LOC102724169 expression (Figure 5F).

Given that MYB participated in multiple processes of tumorigenesis,<sup>30</sup> such as cell growth, angiogenesis, and resistance to apoptosis,<sup>31,32</sup> we asked whether LOC102724169 could exert its collaboration effect on enhancing the sensitivity of cisplatin in EOC cells by affecting the expression of MYB. The effects of MYB on the sensitivity of EOC cells to cisplatin were detected. We noticed a concurrent decrease in cell viability when EOC cells were transfected with siRNAs targeting MYB (Figures 5D and S1H). Furthermore, reinforced MYB expression in EOC cells with LOC102724169 overexpression enhanced their viability compared with controls (Figure 5D). Altogether, our data demonstrated that MYB was a clear target of LOC102724169 in increasing the response rates of EOC cells to cisplatin.

To further understand the molecular mechanisms underlying the anti-tumor effect of LOC102724169 in modulating MYB, we found that the PI3K/AKT pathway was the most enriched pathway through KEGG pathway enrichment analysis of high-throughput sequences; MYB was dysregulated in this pathway (Figure 1D). We then assumed that LOC102724169 might inhibit MYB by inactivation of PI3K/AKT signaling. As shown in Figure 5G, PI3K and the phosphorylation AKT levels were diminished markedly by LOC102724169 overexpression compared to the control group. Moreover, treatment with cisplatin further reduced their expressions in both NC-SKOV3 and LOC-SKOV3 cells (Figure 5G). A similar pattern of their expression

**Table 1. Relationship between the status of chronic stress and clinical-pathological characteristics of EOC patients**

EOC, epithelial ovarian cancer; R0, residual disease <0 cm.\*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001.

was detected in those different groups of HO8910 cells. Additionally, to further explore the involvement of the PI3K/AKT signaling, we treated EOC cells with LY294002, a highly selective PI3K inhibitor. LY294002 dramatically decreased the phosphorylation level of AKT (Ser473) in EOC cells with or without LOC102724169 overexpression. MYB was also remarkably decreased by LY294002 treatment (Figure 5G). These data collectively indicate that LOC102724169 inhibited MYB expression in OCCS by attenuating PI3K/AKT signaling.

#### LOC102724169 overexpression enhanced the effect of cisplatin on EOC *in vivo*

Finally, we returned to verify the roles of LOC102724169 in the OCCS mouse model (Figure 6A). After stressing and injecting SKOV3 cells intraperitoneally to induce tumor formation, we injected LOC102724169-loaded vectors (LOC-virs) or empty vector viruses (negative control [NC]-virs) through the tail vein in the OCCS nude mouse model. It was found that LOC-virs significantly diminished the tumor burden compared to the negative control (Figures 6B and 6C). To study the synergistic anti-tumor effect of

LOC102724169 combined with cisplatin in OCCS, we treated both the LOC-virs group and the NC-virs group with cisplatin simultaneously. These mouse models revealed that the group with LOC102724169 overexpression was strikingly more sensitive to cisplatin therapy. Also, fewer numbers of tumor nodules and distant metastases were noted in the LOC-virs plus cisplatin group compared with the control group (Figure 6D). From the statistics, we found that the average tumor volume in the LOC-virs group was 62% less than that in the NC-virs group (Figure 6E), and it was reduced by 81% in LOC-virs with cisplatin treatment group compared to the NC-virs with the cisplatin treatment group (Figure 6E). Significant differences were also found in tumor weight among those groups (Figure 6F). Concurrently, we detected a stark difference in MYB, PI3K, and the phosphorylation AKT level among those groups by western blot (Figure 6H). Additionally, the expression of LOC102724169 was also repeated to confirm the effect in NC-virs, LOC-virs, and those plus cisplatin groups (Figure 6B).

We also used ID8 cells overexpressed with LOC102724169 (LOC-ID8) or empty vector (NC-ID8) and C57BL/6 mice with complete immune systems to validate the anti-tumor efficacy of LOC102724169. As expected, similar situations in nude mice occurred in the NC-ID8 C57BL/6 mice with bloody ascites and extensive abdominal wall metastasis, but less in either group treated with LOC102724169 or cisplatin alone, and least in mice treated with LOC102724169 plus cisplatin (Figures 6I–6K and S1I). These indicated that LOC102724169 did increase the response rate to cisplatin and exert its synergistic anti-tumor efficacy *in vivo*.

## DISCUSSION

Chronic stress has been known to promote the development and progression of multiple cancers, such as ovarian,<sup>3–5</sup> breast,<sup>33</sup> hepatocellular,<sup>34</sup> and even oral cancer.<sup>35</sup> Most of these studies have demonstrated its promotive effects on tumor growth, angiogenesis, and metastasis through the immune and neuroendocrine systems.<sup>3,8,33–37</sup> Although previous research on chronic stress worsening ovarian cancer has been shown in various species, including mice and humans,<sup>3–5</sup> the involved mechanistic understandings are not completely illustrated within clinical parameters; for instance, suboptimal cytoreductive surgery and chemotherapy resistance. So far, despite the exploration of the hypothalamic-pituitary-adrenal (HPA) axis, there are few studies about the functional role and mechanism of chemotherapy resistance linked to OCCS. In clinical observations, we were surprised to find that ovarian cancer patients at high risk of chronic stress are more likely to relapse with cisplatin (CDDP) resistance ( $r_s = 0.54$ ,  $p < 0.0001$ , Figure 3E). Meanwhile, we established a classical restraint stress mouse model to mimic human OCCS and used tumor tissue for high-throughput sequencing. Through KEGG pathway analysis, a series of genes were screened to be enriched in apoptosis and drug resistance-related signaling pathways. Taking these interesting findings into consideration, we postulated that chronic stress might aggravate the process of ovarian cancer by reducing its response to cisplatin. Next, we used both nude mice and C57BL/6 mice to construct restraint stress mouse models treated with cisplatin for initial testing.

**Table 2. Relationship between LOC102724169 expression and clinical-pathological characteristics of EOC patients**

\*p &lt; 0.05.

Similar tumor status was observed in both the NC-SKOV3/NC-SKOV3+cisplatin and NC-ID8/NC-ID8+cisplatin groups of our stressed mice models, in which the therapeutic efficacy of cisplatin was nearly negligible (Figures 6B and S1G). To our knowledge, this is the first time we observed that chronic stress might induce cisplatin resistance in ovarian cancer patients. At present, researchers mainly use secondary drug-resistant models through transplanting drug-resistant cell lines into animals. Furthermore, there is a lack of animal models that can better reflect the primary drug resistance for ovarian cancer. At present, we are collecting and establishing types of chronic stress mouse models, such as chronic variable stress, social isolation, and behavioral despair, to verify the clinical phenomenon we have observed above.

lncRNAs can act as tumor suppressors or oncogenes.<sup>38,39</sup> However, how lncRNAs may relate to the connection between stress, ovarian cancer, and chemotherapy is unknown. The present study identified how lncRNA LOC102724169 is mediated in OCCS, which expanded our understanding of the mechanisms by which chronic stress could regulate cancer pathogenesis. In our study, we showed that stress response lncRNAs could also affect the apoptosis and drug resistance of ovarian cancer. Furthermore, the dominant lncRNA LOC102724169 on chromosome 6q27, with tumor suppressor characteristics in OCCS, was identified from its location; it had no protein-coding ability, which was predicted by the CPC as another lncRNA discovery.<sup>24,25</sup> Moreover, we screened CEBPB as a regulator of LOC102724169 expression.

JASPAR marked a very high score in CEBPB among the potential transcription factors, which suggested the high possibility of CEBPB's involvement in the regulation of LOC102724169 expression. A dual-luciferase reporter assay and ChIP further confirmed this prediction (Figures 2F and 2G). CEBPB is a member of the CEBP family of transcription factors, which has been reported to regulate cell proliferation, metastasis, and apoptosis in various types of cancer.<sup>40–42</sup> Epigenetically, CEBPB expression is significantly lower in stressed tumor tissues compared with the control group (Figure 2H), and overexpressing CEBPB caused increases in LOC102724169 expression in EOC cells (Figure 2D). These data suggest that CEBPB can exert a promoting effect on LOC102724169 expression in EOC cells. Overall, our results pointed to the applicability of LOC102724169 as a tumor suppressor in OCCS, where CEBPB is a transcription factor during ontogeny, and which may result in the low expression of LOC102724169.

In recent years, bevacizumab has been shown to effectively block the interaction of VEGF with its receptor, with response rates ranging from 16% to 18% in both platinum-sensitive and platinum-refractory EOC patients.<sup>43</sup> However, it was found that the efficacy rate of EOC patients was still no more than 30% even when bevacizumab and cisplatin were combined.<sup>44</sup> Researchers have studied the role of lncRNAs in the chemoresistance of various cancers.<sup>45,46</sup> Our study explored the role of LOC102724169 combined with cisplatin in OCCS. Based on the bioinformatics analysis, we found that MYB might be involved in the response to cisplatin treatment of EOC cells.

MYB functions as a proto-oncogene in multiple types of cancers.<sup>30</sup> For example, c-Myb is important for the continued proliferation of leukemia cells, and c-Myb activation is able to promote the growth of liver cancer.<sup>31,32</sup> However, the mechanisms of tumor resistance induced by MYB are still incompletely elucidated. Particularly, the role of MYB in cisplatin resistance of OCCS has never been demonstrated. In the present study, we showed a relationship between LOC102724169 and MYB on improving the therapeutic efficacy of cisplatin in OCCS. In terms of function, our data revealed that LOC102724169 could improve the cisplatin response rate in ovarian cancer cells (Figures 4C and 4D), even in cisplatin-resistant ovarian cancer cells (Figures S1F and S1G), but this needed more experiments for further exploration. Additionally, MYB was found to be an authenticated target of LOC102724169. Mechanistically, combined with KEGG pathways analysis, our data showed that overexpressed LOC102724169 could decrease MYB by attenuating the PI3K/AKT pathway to enhance cisplatin chemosensitivity and exert an anti-tumor effect in OCCS (Figure 5G). Also, this situation occurred in two types of EOC cell lines: similar results were observed in both nude mice and C57BL/6 mice models. No matter if compared with the NC-ID8/stressed group in C57BL/6 mice or the NC-SKOV3/stressed group in nude mice, the combination of LOC102724169 and cisplatin showed an excellent synergistic anti-tumor effect of more than 80%; this indicates that LOC102724169 could enhance the therapeutic efficacy of cisplatin both *in vivo* and *in vitro*. Overall, our study allowed us to speculate that LOC102724169 might serve as a novel therapeutic target in OCCS complementary to cisplatin. Our findings further documented

**Table 3. Univariate and multivariate analysis of clinical-pathological parameters in association with progression-free survival**

HR, hazard ratio; CI, confidence interval. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001.

<sup>a</sup>Cox hazard model.

that stress could enhance the pathogenesis of ovarian carcinoma. Furthermore, we characterized the stress-related lncRNA LOC102724169 as a tumor suppressor, which significantly reduced stress-mediated cancer growth of EOC *in vivo* and *in vitro*. Specifically, in proof-of-concept studies, we demonstrated that reintroduction of LOC102724169 expression blocked the PI3K/AKT pathway and therapeutically inhibited MYB. More importantly, there is a strong correlation between LOC102724169 expression and clinical pathology, including residual disease and risks of stress, indicating that LOC102724169 could serve as an effective target for an ovarian cancer theranostic, especially for OCCS. In conclusion, we provide the first evidence that LOC102724169 was able to block the stimulatory effects of chronic stress on cancer growth in the context of primary human ovarian cancer combined with the mouse model, which suggests a promising new curative treatment for ovarian cancer.

## MATERIALS AND METHODS

### Patients and EOC tissue samples

Patients were recruited from the Department of Gynecologic Oncology, Hunan Cancer Hospital, The Affiliated Cancer Hospital of Xiangya School of Medicine, Central South University (Changsha, P.R. China). Specimens included BOT tissues and EOC tumor tissues. All psycho-social data, as well as tumor tissues, were collected from 86 patients undergoing primary surgical resection of ovarian carcinoma. Benign tumor tissues were obtained from 15 patients with BOTs, and 71 specimens of ovarian cancer were from surgically resected tissues of those ovarian cancer patients. All participants signed informed consent and were reviewed by the Hunan Cancer Hospital Institutional Review Board (no. KYJJ-2018-035). All patients were treated with standard protocols according to the NCCN (National Comprehensive Cancer Network) clinical practice guidelines between 2017 and 2018. The surgical evaluation was used to determine the presence of metastases in accordance with the 2014 FIGO classification.<sup>47</sup> Depressive symptoms were assessed by the depression module of PHQ-9.<sup>26,27</sup>

### Cell culture

The human EOC cell lines SKOV3, HO8910, SKOV3/cisplatin, the normal ovarian cell line IOSE80, and the mouse EOC cell line ID8

were purchased from the Type Culture Collection of the Chinese Academy of Sciences (Shanghai, P.R. China). Cell line identification was validated by short tandem repeat profiling and an interspecies contamination test. SKOV3, as well as HO8910, was cultured in Dulbecco's modified Eagle's medium (DMEM, HyClone, USA), while SKOV3/cisplatin, IOSE80, and ID8 cells were cultured in RPMI 1640 (HyClone, USA) added with 1% penicillin-streptomycin solution (HyClone, USA) and 10% fetal bovine serum (FBS, BI, Israel) in a 37°C incubator with 5% CO<sub>2</sub>.<sup>48</sup>

### Transduction

For lentivirus transduction, SKOV3, HO8910, or ID8 cells were incubated in a 24-well plate with 500 µL of medium containing 20 µL (107 U) LOC102724169 or negative control lentivirus particles and 5 µg/mL Polybrene for 24 h. The liquid was then changed, and puromycin was screened for 21 days to construct stable cell lines (NC-SKOV3/LOC-SKOV3, NC-HO8910/LOC-HO8910, and NC-ID8/LOC-ID8). Plasmid transfections were performed according to the manufacturer's instructions for Lipofectamine 3000 (Invitrogen, USA).

### Transcriptome sequencing and analysis

Tumor tissues were removed from an OCCS mouse model and the quality of the RNA was checked by the Agilent 2200 TapeStation system (Agilent Technologies, Santa Clara, CA, USA) and stored at –80°C. RNA sequencing was conducted by Shanghai Novellbio. We applied the DESeq algorithm, using the criteria fold change (FC) >2 or <0.5 and false discovery rate (FDR) <0.05, to screen the differentially expressed mRNAs and lncRNAs. We use a Fisher's exact test for Gene Ontology (GO) analysis based on the genes annotated in the comprehensive GO database. The KEGG pathway enrichment of differential genes was performed by Fisher's exact test.

### RNA extraction, reverse transcription, and quantitative real-time PCR

The mRNA level of those differentially expressed genes was accessed by qRT-PCR. Briefly, RNA was isolated with a total RNA TRIzol kit

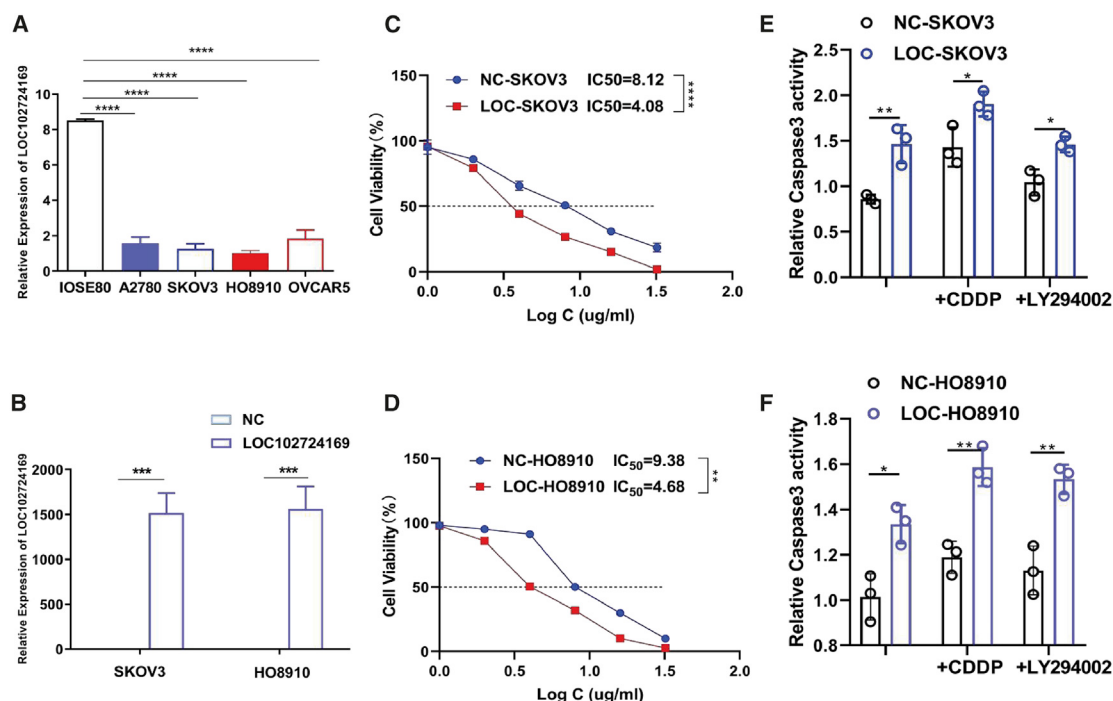

**Figure 4. LOC102724169 was necessary for reducing cell viability and inducing apoptosis of EOC cells**

(A) Relative expression of LOC102724169 was tested in EOC cell lines (A2780, SKOV3, HO8910, OVCAR5) and the normal ovarian cell line (IOSE80) using qRT-PCR assays. (B) Relative LOC102724169 expression was tested in SKOV3 and HO8910 cells transfected with LOC102724169 transcript or negative control using qRT-PCR assays. (C and D)  $IC_{50}$  of SKOV3 and HO8910 cells transfected with LOC102724169 transcript was determined by CCK-8 assays using a wide range of cisplatin concentrations. (E and F) Caspase-3 activity assays indicated the expression of caspase-3 among different groups in both SKOV3 and HO8910 cells. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . Data are represented as mean  $\pm$  SEM.

(Life Technologies, USA). A RevertAid first-strand cDNA synthesis kit (Thermo Fisher Scientific, USA) was used to synthesize cDNA. qRT-PCR was then carried out using ChamQ SYBR color qPCR master mix (Vazyme, P.R. China) normalized to GAPDH levels, and the data were analyzed using the  $\Delta\Delta C_t$  method.<sup>49</sup> The primer sequences used in qRT-PCR are presented in Table S1.

#### Cell viability assay

Cells were seeded in a 96-well plate at a density of  $5 \times 10^3$  cells/well (100  $\mu$ L). After treating these cancer cells with different concentrations of cisplatin for 24 h, cell viability was evaluated using a CCK-8 (Vazyme, P.R. China). The absorbance was measured by a plate reader (Bio-Rad, Hercules, CA, USA) at 450 nm.

#### Migration and invasion assay

Transwell systems (Corning Life Sciences, USA) were used to evaluate the metastatic ability of cancer cells. Briefly, for the invasion assay, Matrigel (BD Biosciences, USA) was added to the upper surface of a polycarbonate membrane (pore size 8  $\mu$ m) to form a thin gel layer to serve as the extracellular matrix (ECM). The upper compartment of the filter contained the treated cells at a density of  $5 \times 10^5$  cells/well in 200  $\mu$ L of DMEM. The bottom filter was filled with 600  $\mu$ L of conditioned medium. After incubation at 37°C with 5%  $CO_2$  for 48 h, the polycarbonate membrane was

then fixed with 4% paraformaldehyde for 10 min and stained with 0.2% crystal violet solution. Then, the cells on the upper surface of the filter were erased by wiping with a cotton swab. Cells that penetrated to the lower surface were counted under an Olympus microscope in three randomized fields at a magnification of  $\times 100/\times 200$ . A cell migration assay was carried out in a transwell filter on membrane filters without Matrigel.

#### Dual-luciferase reporter assay system

Luciferase reporter assays were performed to detect the direct binding of CEBPB to the promoter region of LOC102724169. The +2,000-bp region upstream of LOC102724169 is considered as its promoter region. The entire promoter region of LOC102724169 was cloned into the pGL3-basic vector (Tsingke, Shanghai, P.R. China). To test the binding specificity, the sequences of CEBPB that bound with the LOC102724169 promoter region were created (BP1, 5'-AGTTTCAACAC-3'; BP2, 5'-TATTTTATAAT-3'; BP3, 5'-TATTTTACCAC-3'), and they were also inserted into a pENTER-CEBPB plasmid and EV-pENTER plasmids. Briefly, SKOV3 cells, as well as HO8910 cells, were seeded in a 24-well plate containing antibiotic-free media. Cells were co-transfected with the LOC102724169 promoter construct with either pENTER-CEBPB or EV-pENTER (NC) plasmid using Lipofectamine 3000. PRL-TK plasmid (Tsingke, Shanghai, P.R. China) was also transfected into each group and served as an internal control

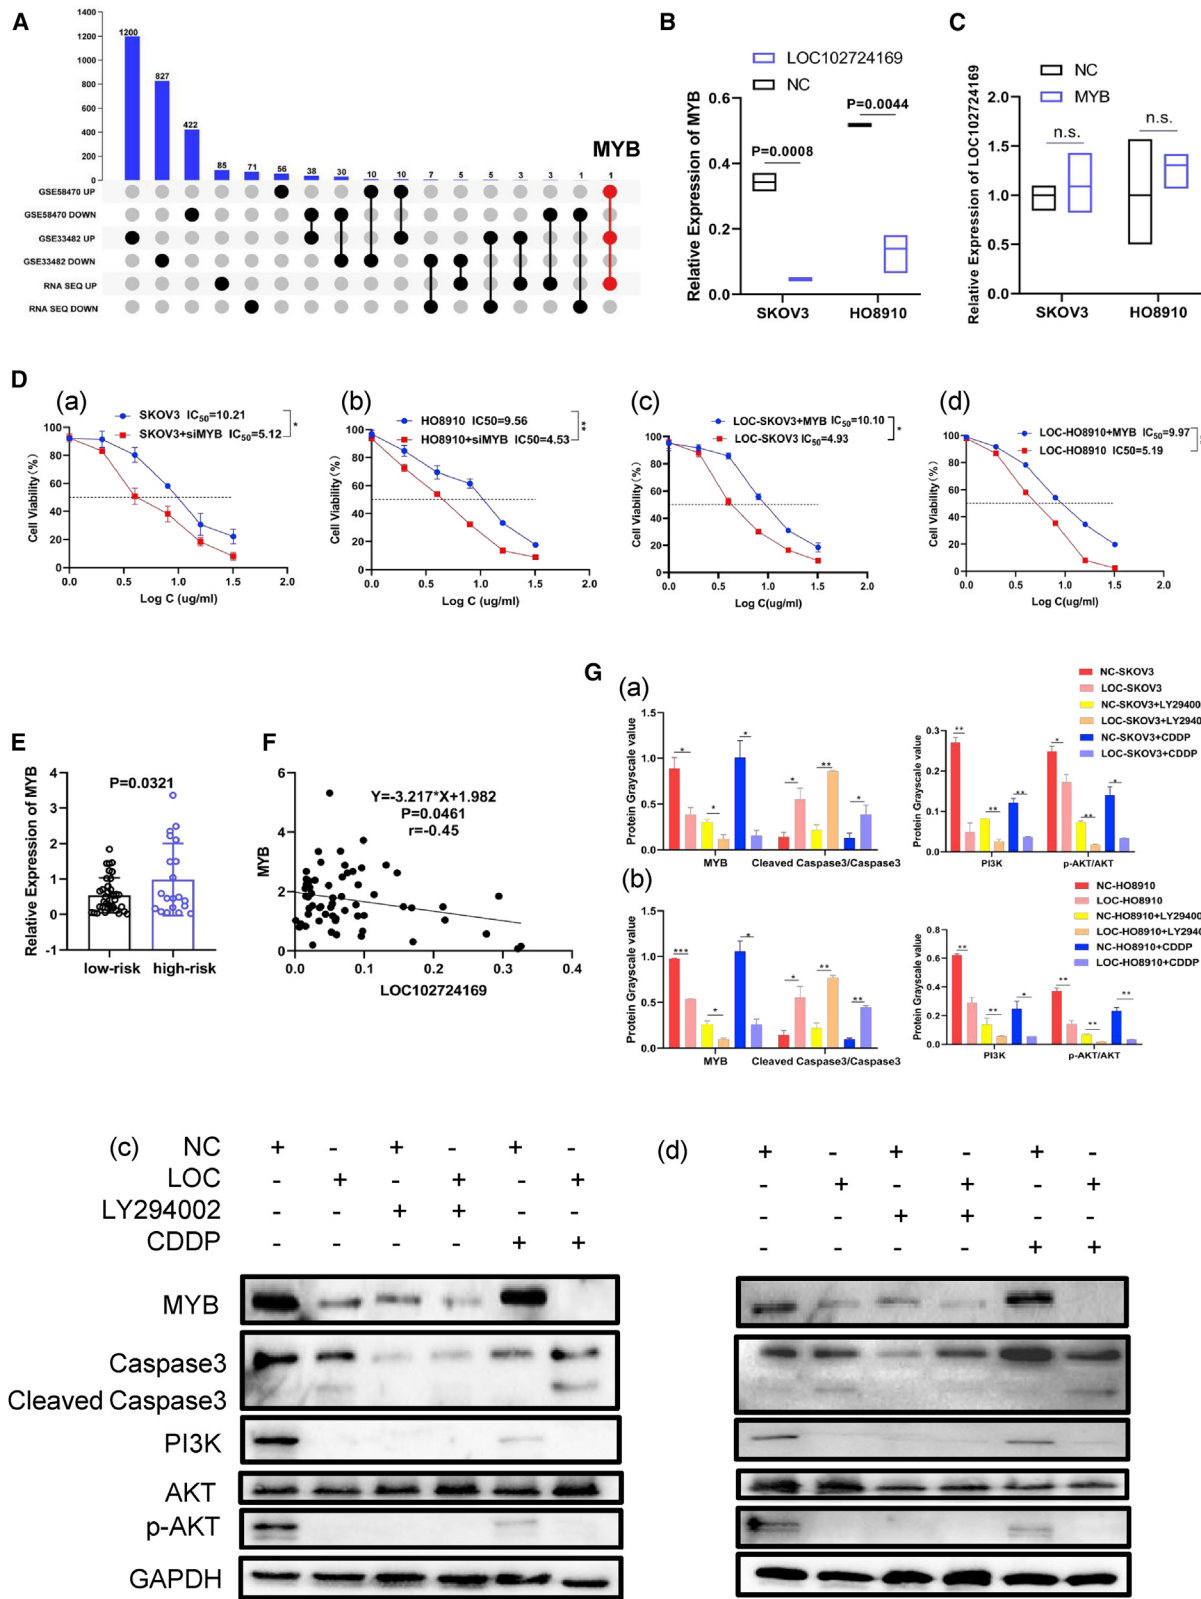

(legend on next page)

reporter. After transfection for 48 h, cells were collected and analyzed using the Dual-Glo luciferase assay system (Promega, USA). Luciferase activity was measured with an M200 microplate fluorescence reader (Tecan, Beijing, P.R. China) and the results were normalized to Renilla luciferase activity. Transfection experiments were duplicated and repeated in at least three independent experiments.

### Western blot

After lysing in radioimmunoprecipitation assay (RIPA) buffer (Vazyme, P.R. China), which contained protease inhibitors (Roche, Germany), cells were washed with D-Hanks solution. Proteins were quantified with the bicinchoninic acid (BCA) protein assay kit (Vazyme, P.R. China). Samples containing 30 µg of total proteins were electrophoresed on SDS-polyacrylamide gels and then transferred onto a polyvinylidene fluoride (PVDF) membrane (Millipore, USA) by electroblotting using a Bio-Rad Bis-Tris gel system (Bio-Rad, USA). The membranes that were covered with the primary antibody were blocked by 5% nonfat milk and incubated overnight at 4°C, then washed with Tris-buffered saline with Tween 20 (TBST), and subsequently incubated with a secondary antibody for 1 h at 37°C. Finally, an enhanced chemiluminescence (ECL) solution (Millipore, USA) was added to cover the blotting surface. The signals were captured, and the intensity of the bands was quantified by using the Bio-Rad ChemiDoc XRS+ system (Bio-Rad, USA). Proteins isolated from tissues and cells were incubated with a primary antibody that included MYB (Abcam, USA), GAPDH (SAB, USA), caspase-3, AKT, phosphorylated (p-)AKT (Ser473), PI3K (Cell Signaling Technology, MA, USA).

### ChIP assay

Briefly, SKOV3 and HO8910 cells were crosslinked in 1% formaldehyde for 10 min at 37°C. DNA from fixed chromatin cells was then subjected to immunoprecipitation using a ChIP assay kit (Millipore, Billerica, MA, USA) and the antibodies against CEBPB (Thermo Fisher Scientific, USA) or anti-rabbit immunoglobulin G (IgG) (Santa Cruz Biotechnology, Santa Cruz, CA, USA) according to the manufacturers' protocol. The precipitated DNA fragments were purified and measured by qPCR under the conditions described above. Primers specific to each segment of interest are listed as follows: LOC102724169-pro (BP1), forward, 5'-TATTTTAAAGTGGATGTGGTAG-3' and reverse, 5'-CGTTCTAAGCTCTTTCAGTCC-3'; LOC102724169-pro (BP2), forward, 5'-GAGGTGGCGTGTGGAA GGC-3' and reverse, 5'-GGTCTGGGTAGCAGATGATGC-3'; LOC102724169-pro (BP3), forward, 5'-TTCTTGAATGACACTGTGATA-3' and reverse, 5'-AAGGACATTAGTTTTTTGGTAC-3'.

### Caspase-3 activity assay

A caspase-3 activity kit (Solarbio, Beijing, P.R. China) was used for the determination of caspase-3 activity in cell lysates following the manufacturer's protocol.

### IHC

The specimens were paraffin-embedded, after which the tissue sections (3 µm) were dewaxed, rehydrated, and blocked with 3% BSA and subjected to antigen retrieval. After being washed, the sections were incubated against CEBPB antibodies (Cell Signaling Technology, St. Louis, MO, USA) at 4°C overnight. Mouse IgG was then used as the negative control. After being washed again, the bound antibodies were detected using horseradish peroxidase (HRP)-conjugated goat anti-rabbit IgG and goat anti-mouse IgG and visualized by diaminobenzidine (DAB). The results were graded according to both the intensity and the percentage of positive cells under a microscope by two pathologists in a blinded manner.

### ISH

ISH was performed to detect the location of LOC102724169. The probe LOC102724169 was designed by Boster (Wuhan, P.R. China). RNA ISH was performed with an ISH detection kit (Boster) according to the manufacturer's instructions.

### Animal model

The female nude mice and C57BL/6 mice, 5–7 weeks old, were purchased from Hunan SJA Laboratory Animal Co. (SJA, P.R. China). Mice were subjected to a restraint-stress procedure based on the previous study.<sup>3</sup> The physical restraint systems were transparent perforated 50-mL centrifuge tubes. Sterilization of the experimental equipment was conducted daily.

For a single OCCS mouse model, nude mice were housed and randomly divided into two groups: control and daily stress. We injected  $5 \times 10^6$  SKOV3 cells/200 µL/mouse into the peritoneal cavity of nude mice after a week of chronic stress. All mice were euthanized after restraint stress for 35 days. The tumor was removed for high-throughput sequencing and the blood was also collected and centrifuged for further study.

How the deposited data were processed for this re-analysis (not part of the article)

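RNA-seq counts were analysed for 6 tumors of SKOV3 cells grown in nude mice, 3 labelled as coming from stressed hosts (S4 to S6) and 3 from non-stressed hosts (S1 to S3). The authors deposited 1 table of raw counts, in whole numbers, for 41768 genes named by symbol, of which 15924 had no count in any library. The submitters' processing notes name HISAT2 and GRCh38. The counting tool, the gene annotation, the strand setting and any removal of reads from the mouse host are not given in the sources used here. The paper's methods name DESeq for the comparison, a fold change above 2 or under 0.5 with an FDR under 0.05, and Fisher's exact test for pathways.

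Total counts were 13695275 to 17300279 in the control group (median 15628738) and 16936682 to 18605080 in the stressed group (median 17669879). In a library of this depth, 3 counts, the limit that a count of 0 allows, correspond to 0.161 to 0.219 CPM. This limit covers counting error only. All pairs of libraries differed by more than counting noise, so none is a copy of another, which does not exclude libraries from the same tumor.

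The groups were set in advance from the column numbers of Figure 1D and were changed to the deposited labels after the heatmap had been compared with the counts. The change turns the sign of each difference and leaves its size, its p-value and all counts of genes as they were. Colors of the heatmap were read from the picture for 29 genes and compared with the counts by column and by gene.

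The comparison was made in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr with a minimum count of 10, robust quasi-likelihood fit and F-test, Benjamini-Hochberg adjustment over 15718 genes). Standard errors are the size of the log2 fold change divided by the square root of the F statistic. Levels are given in CPM with TMM library sizes. DESeq2 1.42.0 and voom of limma 3.58.1 were run as other tools. An adjusted p that DESeq2 left empty, as it did for 15512 of the 25842 genes it tested, was kept as missing. The steps were tested on counts simulated from the means, library sizes and trended dispersions of the 6 libraries. In these data 200 genes were changed between stressed and control libraries. The other genes of the list of ATF4 and its targets were shifted by a log2 fold change of -0.25. Dispersions of single genes and trends with GC content were not simulated, so recovery and false calls in the real libraries can differ. Of 50 genes each, edgeR recovered 52% at 1.5-fold, 72% at 2-fold, 88% at 3-fold and 96% at 4-fold at an FDR under 0.05 over 15437 genes, with 6 false calls, and it called 0 genes where none was changed.

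For gene groups, 37 lists were written by hand from general knowledge in advance, among them pathways named in the paper, responses to stress hormones and to cell stress, and markers of host tissues. The 30 lists with at least 5 tested genes were tested with camera on log2 CPM (prior count 2, preset correlation 0.01), with an estimated correlation and with fry. They are not KEGG's lists. Correlations across libraries were computed on log2(CPM + 1) with an exact permutation test over all 720 pairings. Genes named in the text are those of the paper, up to 4 members of each list with the smallest unadjusted p, the 2 genes with the most counts and the neighbours of LOC102724169. A rule for the 8 genes per direction with the largest change among those past an FDR of 0.05 named none. Any other gene is said to be named after its values were seen.

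The alternatives set in advance were DESeq2, voom, scaling by RLE or by total counts, no filter or a mean of at least 50 counts, a test against 1.5-fold, host markers left out, other scales of the correlation, and each library left out in turn. Removal of each library's trend with GC content, DESeq2 without each library, enrichment among DESeq2 calls without the fold threshold and among calls without a filter, and the groups by Figure 1D were added afterwards. The sequence of LOC102724169 was matched to GRCh37 and GENCODE annotation of that build, while coordinates of its neighbours in GRCh38 were taken from a RefSeq table. No coordinates were converted. Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 was used for these steps. The patient, cell line and qRT-PCR experiments of the paper were not analysed here.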

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

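In this part, the tests of GC content, of single libraries and of shared members, and the counts of splits for lists and unadjusted p-values, were chosen after the results were seen. The lists themselves were written in advance. The 3 lists below are not among the pathways the paper discusses. Single members belong to both, such as ATF4 (PI3K/AKT, MAPK and apoptosis) and DUSP6 (MAPK). Each list passed camera at the preset correlation. At that setting 4 lists passed in the comparison of stressed with control libraries, and as many or more passed in 9 of the 10 splits of the libraries into 3 and 3 (7 in the highest of the others), and the 10 splits are too few for a share under 0.05.

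Genes of the integrated stress response were lower in the stressed group. Of 46 tested genes, ATF4 and its targets, 18 were lower and none was higher at an unadjusted p under 0.05. In edgeR 11 were lower when adjusted over the list alone and 0 passed over all genes, while 2 passed over all genes in DESeq2. The median log2 fold change was -0.18 (camera adjusted p = 1.43e-10, over alternatives 4.76e-12 to 0.0672, the last with an estimated correlation, and fry adjusted p = 0.0170). The pseudokinase TRIB3 had a log2 fold change of -0.63 (standard error 0.10), the asparagine synthetase ASNS had -0.41 (standard error 0.09), and without ATF4 and ATF3, which Figure 1D shows, the median over 44 genes was -0.18. A trend with GC content does not account for it, as the median was -0.19 with that trend removed (43 of 46 genes with a GC value). Nor does 1 deviating library, as the median was -0.17 to -0.19 without each in turn (highest camera adjusted p = 3.23e-07). Among the 10 splits, too few for a share under 0.05, the real one was the 1 with the median farthest from 0 (-0.18, and -0.10 in the next). Camera at the preset correlation also gave small p-values in other splits, such as 0.000234 (unadjusted) with S1, S2 and S4 against the rest, where fry gave 0.349. In the real split the unadjusted values were 4.75e-12 from camera and 0.000565 from fry. A small camera p alone is therefore weak evidence. A lower activity of this response in tumors of stressed mice may be the biological explanation, untested beyond these values, and other differences between hosts or tumors stay open.

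Immediate early genes, which are induced within minutes of a stimulus or of tissue handling, were also lower as a list. Of 29 tested genes, 10 were lower and none was higher at an unadjusted p under 0.05. In edgeR 6 were lower when adjusted over the list alone and 0 passed over all genes, while 3 passed over all genes in DESeq2. The median log2 fold change was -0.24 (camera adjusted p = 0.000121, over alternatives 6.13e-06 to 0.227, the last with an estimated correlation, and fry adjusted p = 0.0705). The matricellular genes CYR61 and CTGF had log2 fold changes of -0.44 (standard error 0.11) and -0.62 (standard error 0.15). The members ATF3 and DUSP6 are genes of Figure 1D, which were picked from these libraries. GC content does not account for the list (median -0.29 with the trend removed). Nor does a single library (median -0.17 to -0.29 without each in turn, highest camera adjusted p = 0.00330), nor do the 2 members shared with the list of the integrated stress response (camera value 0.000100 without them, unadjusted, and median -0.21). A difference in signaling, which the stress of the host might bring, and a difference in the handling of the tumors stay open, since no value here separates them.

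Genes of NF-κB and inflammation passed camera at the edge (adjusted p = 0.0463, over alternatives 0.0201 to 0.358, the last with an estimated correlation), with 6 lower and none higher of 16 at an unadjusted p under 0.05, among them the chemokine CCL20 with 2, 4 and 0 against 16, 21 and 12 counts, and the call ended without any library but S3 (adjusted p = 0.0524 to 0.262).

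At an unadjusted p under 0.05, 1547 genes differed in the real split, against 1201 in the highest of the other splits (S1, S3 and S6 against the rest). No gene passed an FDR of 0.05 in edgeR in the real split and 1 did in the highest of the others, with or without the fold threshold, while DESeq2 gave 48 and 25 without the fold threshold. With the fold threshold DESeq2 gave 1 gene in the real split and 16 when S1, S2 and S6 were set against the rest. In that other split edgeR called 0 genes at an FDR of 0.05 and 563 genes had an unadjusted p under 0.05. The 16 calls therefore rest on DESeq2 alone.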

How the results depend on the processing

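The alternatives with GC content, DESeq2 without a library, enrichment among DESeq2 calls without the fold threshold or calls without a filter, and the groups by Figure 1D were chosen after the data were seen. By the column numbers of Figure 1D the log2 fold change of LOC102724169 is 1.08 and that of MYB 0.18, with all other signs turned as well. Against 0 genes past FDR 0.05 and 2-fold in edgeR, DESeq2 gave 1, the fit without a filter 26, fits without 1 library 0 to 1 (1 without S3) and DESeq2 without S1 to S6 in turn 2, 4, 6, 2, 0 and 20. Against 0 genes past FDR 0.05 alone, DESeq2 gave 48 (12 higher, 36 lower), the fit without a filter 231 (60 higher, 171 lower), removal of the GC trend 1 (TRIB3), fits without 1 library 0 to 4 (2 without S3, 4 without S6) and DESeq2 without S1 to S6 in turn 44, 15, 40, 3, 11 and 191. All 48 genes of DESeq2 were among the 231. Of the 26 genes, 5 lie below the filter, and the prior degrees of freedom, 10.5 with the filter, were infinite without it; for DESeq2 the cause was not tested. Voom, RLE, total counts and a mean of at least 50 counts gave 0 genes at both thresholds, and the test against 1.5-fold and host markers left out, run at FDR 0.05 and 2-fold, gave 0. Of 30 lists, 4 passed camera, 0 with an estimated correlation, 1 with fry, and 2 (without S4 or S5) to 6 (without S3) without 1 library, not always the same lists. With no gene called there was no list to find enriched (0). Among genes at an unadjusted p under 0.05 and 2-fold 1 list was enriched (NF-κB and inflammation), among DESeq2 calls without the fold threshold 2 (immediate early genes and TGF-β signaling), and among calls without a filter 1 with the fold threshold (NF-κB and inflammation) and 5 without it (these 3, the integrated stress response and known lncRNAs). LOC102724169 stayed between -0.90 and -1.30 without 1 library, and MYB between -0.42 and 0.15 (0.15 without S2). The correlation of MYB with LOC102724169 was 0.10 to 0.60 without 1 library and positive in all settings tried. Lists that passed camera only without 1 library were hypoxia (S2), interferon (S1 or S3) and ovarian carcinoma markers (S1). The same held for fibroblast markers (S6), mitochondrial genes and ribosomal proteins (S3) and histones (S2). Over 146 named genes, 1666 of 1736 alternative values kept direction and side of the threshold, 46 came past it, 22 changed sign without a call, and the 2 by the column numbers of Figure 1D given above were reversed. No paired analysis was possible because the libraries are numbered 1 to 6 and the groups share no number. Depth limits genes such as LOC102724169 (20 to 53 counts) and ABCA13 (0 to 21 counts), and for both the fold is known only roughly.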

Differences from the paper's values

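In this part, the DESeq2 fits without a library, the removal of the GC trend and the enrichment among DESeq2 calls without the fold threshold and among calls without a filter were chosen after the data were seen, and the other alternatives were set before. The paper reports 181 differentially expressed mRNAs and lncRNAs, and edgeR gave 0 at the paper's thresholds of FDR and fold change. No alternative set before the data were examined came within 1.5 times of it. DESeq2 gave 1 and the fit without a filter gave 26, whereas limma voom, RLE, total counts, a mean of at least 50 counts, the test against 1.5-fold and the fit with host markers left out gave 0, and fits without 1 library gave 0 or 1. Counts near 181 came only at other thresholds, with 161 genes at an unadjusted p under 0.05 and 2-fold in edgeR, 187 in limma voom, 236 in DESeq2, and 231 at FDR 0.05 without a fold threshold in edgeR without a filter (495 at an unadjusted p under 0.05 and 2-fold). DESeq2 without S6, chosen after the values were seen, gave 191 genes without the fold threshold, of which 6 are among the 29 genes of Figure 1D, so that 23 of the panel's genes are missed, and 20 genes with it.

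The paper's correlation of MYB with LOC102724169 in its sequencing is r = -0.89, and the deposited counts gave 0.340. None of the alternatives reached a negative value. The correlation was 0.308 on CPM without logarithm, 0.344 and 0.324 with pseudocounts of 0.5 and 5, 0.337 with RLE, 0.350 with total counts, 0.415 on deviations from the group means, 0.101 to 0.601 without 1 library and 0.159 without the 2 libraries farthest from the median.

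The paper describes MYB as overexpressed in the stressed group, while the deposited counts gave a log2 fold change of -0.18. Over the 29 genes of Figure 1D, 28 had the panel's direction with the groups taken from the labels, LOC102724169 with -1.08 among them, and MYB was the exception. Read from the heatmap, the row of MYB was also the one that did not follow the counts (r = -0.09 over the 6 columns, against 0.65 to 0.98 for the other 28 genes). The paper screened for changes above 2-fold, and 6 of the 29 genes reached 2-fold. At both of the paper's thresholds, the fit without a filter called LRRN4, and DESeq2 without a library, chosen after the values were seen, called KCNG3 (without S1, S2 or S6), LRRN4 (without S3) and LOC100507526 (without S6). MSH4 of Figure 1F passed both in the fit without a filter (log2 fold change -1.52). At FDR 0.05 without the fold threshold, DESeq2 called 7 of the panel's genes, ARF5, ARMC9, DUSP6, IGSF10, KCNG3, PNOC and TGFBR3, and the fit without a filter 11, ARF5, ARMC9, ATF3, DUSP6, IGSF10, KCNG3, LOC100507526, LRRN4, MAPK9, PNOC and TGFBR3. DESeq2 without a library, at that threshold, also called ATF4, LRRN4 and PIK3R3 (without S3) and LOC100507526 (without S6). ATP11B, which the paper names for drug resistance, passed in DESeq2 at that threshold (adjusted p = 0.0384) and in the fit without a filter (0.0039). The paper finds PI3K/AKT, MAPK, apoptosis and ABC transporters enriched, and with hand-written lists in place of KEGG none of the 4 passed camera under any alternative tried. Fisher's exact test had no called gene in any list at the paper's thresholds in edgeR, in DESeq2 and in the edgeR fits without 1 library, and thus could not call a list there. Some lists held called genes at an unadjusted p under 0.05 and 2-fold, in DESeq2 without the fold threshold, and without a filter. The 4 pathways did not pass in these settings. At that unadjusted p and 2-fold, 1 PI3K/AKT, 2 MAPK, 1 ABC and 0 apoptosis genes were called. Among DESeq2 calls without the fold threshold were 1 MAPK gene and 0 PI3K/AKT, apoptosis or ABC genes. With so few calls the test could hardly pass there, so it does not weigh against the paper's enrichment.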

Other observations

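The tests on small nucleolar RNAs in this part, and the relation of LOC102724169 to them, were chosen after the result was seen, and the lists were written in advance. Genes of TGF-β signaling lay on both sides. ID4, an inhibitor of helix-loop-helix factors, had a log2 fold change of -0.52 (standard error 0.11, adjusted p = 0.293 from edgeR and 0.0186 from DESeq2), with 35.8 ± 5.19 CPM (SD, n = 3) in the stressed group and 51.3 ± 0.538 CPM (SD, n = 3) in the control group. Of 34 tested members, 1 was higher and 4 were lower at an unadjusted p under 0.05, with 1 higher and 3 lower when adjusted over the list alone. Camera leaned down (adjusted p = 0.705) although the median was 0.01. Genes that answer stress hormones showed no common direction. Of 30 genes induced through the glucocorticoid receptor, 1 was higher and 3 were lower at that unadjusted p (1 lower when adjusted over the list alone; adjusted p = 0.633 by camera), and of 19 genes induced through cAMP and CREB 1 was higher and 1 lower (1 lower when adjusted over the list alone; 0.648 by camera). NR3C1, the glucocorticoid receptor, had a log2 fold change of -0.60 (standard error 0.40), from 13, 40 and 31 against 33, 40 and 38 counts. Of 13 angiogenic, inflammatory and matrix-degrading genes that the paper's introduction connects with stress, 2 were higher and 3 lower, such as TIMP2 with 0.24 (standard error 0.08) and MMP1 with -0.58 (standard error 0.16).

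Hypoxia genes had 0 higher and 1 lower of 34 at an unadjusted p under 0.05 (camera adjusted p = 0.242), but the list passed without S2 (0.00261). Interferon genes had 2 higher and 1 lower of 30 (0.371) and passed without S1 (0.0344) or S3 (0.0395). Cell cycle genes had 3 higher and 4 lower of 40 (0.633), and cholesterol genes 5 higher and 1 lower of 24 (0.539). A list of receptors for catecholamines and corticosteroids, with signaling genes such as ADCY3 and CREB1, had none at that p of 11 (0.705). Heat shock chaperones (0.630), C/EBP factors (0.588) and HOXA genes (0.642) did not pass either. Mesenchymal and epithelial regulators did not pass (0.451), but that list joins genes of opposite states. Camera asks for a common direction, so it cannot decide on a shift between these states. Ovarian carcinoma markers (0.346) passed without S1 (0.0344) and fibroblast markers (0.144) without S6 (0.0108). Mitochondrially encoded genes (0.630), ribosomal proteins (0.656) and histones (0.371) overlapped between the groups as sums of CPM, and passed camera without S3 (0.00772 and 0.00261) or S2 (0.0234). Markers of host tissues were summed over human gene symbols from reads aligned to GRCh38. The treatment of mouse reads is not given, so these sums may hold RNA of the tumor cells and do not measure host tissue. The sum of adipocyte markers was 10.1 ± 0.925 CPM in the stressed and 13.0 ± 1.20 CPM in the control group (SD, n = 3). It did not overlap between the groups (exact permutation test, p = 0.1, the smallest possible). Nor did that of fibroblast markers, which was higher in the stressed group and came mostly from COL5A2. The sums of endothelial, leukocyte, erythroid, muscle and liver, pancreas and gut markers did overlap. Most counts of the adipocyte sum belong to CFD, named after its values were seen, with 181, 145 and 172 counts in the stressed and 190, 164 and 157 in the control libraries. The sum of mesothelial markers rests on LRRN4 (97, 89 and 78 against 33, 24 and 46 counts), which was picked for Figure 1D from these libraries, so it gives no separate evidence on mesothelium. CEBPB, whose protein the paper scored as lower by immunohistochemistry in tumors from stressed mice, had a log2 fold change of -0.28 at the RNA level (standard error 0.20, adjusted p = 0.677 from edgeR), and TFAP2A had 0.07 (standard error 0.28). The most counts belonged to the mitochondrial COX1 and the small nuclear RNA RN7SK, with log2 fold changes of 0.04 (standard error 0.10) and -0.18 (standard error 0.16).

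Several classes of non-coding genes had a negative median log2 fold change in the stressed group. Pseudogenes had 8 higher and 67 lower of 801 at an unadjusted p under 0.05 (median -0.19, S3 at 0.21 and S4 at -0.12), transcribed pseudogenes 3 higher and 20 lower of 315 (median -0.09) and lncRNAs a median of -0.08. For lncRNAs the stressed S6 (median deviation 0.05) lay above the control libraries S1 (0.02) and S2 (0.03), with S3 at 0.12. For transcribed pseudogenes S6 (0.02) also lay above S1 (-0.006) and S2 (-0.002), with S3 at 0.20, so in both classes the groups overlapped. Small nucleolar RNA genes lay lowest among these classes. Of 167 tested genes, none was higher and 18 were lower at an unadjusted p under 0.05, and the median was -0.34, with library medians of 0.08, 0.08 and 0.41 in the control libraries and -0.25, -0.24 and 0.05 in the stressed ones. A single library does not account for it (the median nearest to 0 was -0.22, without S3), nor do the GC trend (-0.31 with it removed) or low counts (a median of -0.32 against protein-coding genes of the same level), while among the 10 splits, too few for a share under 0.05, the real one was the 1 farthest from 0 and that of S1, S3 and S6 against the rest was next (-0.32). Within the groups LOC102724169 followed the median of these genes with r = 0.971, as high as 10 of 1461 genes of like level (0.684%) did, itself included. With its host gene SFT2D1, r was -0.041 over the 6 libraries (exact permutation p = 0.942, and rho = 0.0857, exact permutation p = 0.919) and 0.635 within the groups, so a share of its reads from SFT2D1 stays open. A difference between libraries in the recovery of such RNA, which could also touch LOC102724169, and a difference brought by stress both stay open, since no value here separates them.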
